# Elimination of the four extracellular matrix molecules tenascin-C, tenascin-R, brevican and neurocan alters the ratio of excitatory and inhibitory synapses

**DOI:** 10.1038/s41598-019-50404-9

**Published:** 2019-09-26

**Authors:** Christine Gottschling, David Wegrzyn, Bernd Denecke, Andreas Faissner

**Keywords:** Synaptic development, Neural circuits, Extracellular signalling molecules

## Abstract

The synaptic transmission in the mammalian brain is not limited to the interplay between the pre- and the postsynapse of neurons, but involves also astrocytes as well as extracellular matrix (ECM) molecules. Glycoproteins, proteoglycans and hyaluronic acid of the ECM pervade the pericellular environment and condense to special superstructures termed perineuronal nets (PNN) that surround a subpopulation of CNS neurons. The present study focuses on the analysis of PNNs in a quadruple knockout mouse deficient for the ECM molecules tenascin-C (TnC), tenascin-R (TnR), neurocan and brevican. Here, we analysed the proportion of excitatory and inhibitory synapses and performed electrophysiological recordings of the spontaneous neuronal network activity of hippocampal neurons *in vitro*. While we found an increase in the number of excitatory synaptic molecules in the quadruple knockout cultures, the number of inhibitory synaptic molecules was significantly reduced. This observation was complemented with an enhancement of the neuronal network activity level. The *in vivo* analysis of PNNs in the hippocampus of the quadruple knockout mouse revealed a reduction of PNN size and complexity in the CA2 region. In addition, a microarray analysis of the postnatal day (P) 21 hippocampus was performed unravelling an altered gene expression in the quadruple knockout hippocampus.

## Introduction

The functionality of neuronal synapses is warranted by the correspondence of a pre- and a postsynapse that form the synaptic cleft which allows for the transmission of an electrical activity by chemical neurotransmitters. Nowadays, it is obvious that glia cells such as astrocytes^1–4^ as well as extracellular matrix (ECM) molecules^5–9^ contribute to the process of synaptic information transfer. Most of the ECM molecules in the brain are produced and released by astrocytes and neurons themselves^10^. One specialized structure of the ECM is termed perineuronal net (PNN) and was originally discovered by Camillo Golgi more than a century ago^11^. PNNs surround inhibitory fast spiking parvalbumin-positive GABAergic interneurons^12–14^, but are also associated with further subpopulations, for example excitatory pyramidal neurons in the cerebral cortex^15,16^. The core structure of PNNs consists of chondroitin sulfate proteoglycans (CSPGs) of the lectican family^17,18^, hyaluronan^19,20^, tenascins, particularly tenascin-R (TnR)^21,22^ and link proteins^23,24^ for stabilization. When the composition of PNNs is impaired, the neuronal synaptic plasticity in form of LTP is affected, as has been reported for the tenascin-C (TnC)^7^, TnR^25^, brevican^26^ and neurocan^27^ knockout mice. In the present study, the interplay between neurons and astrocytes in conjunction with the PNN structure was analysed using the quadruple knockout mouse, which lacks the four ECM components TnC, TnR, neurocan and brevican. The first study describing this knockout mouse revealed an upregulation of the proteins fibulin-1 and fibulin-2 in the brains of one month old mice^28^. In a previous study our laboratory investigated hippocampal neurons of the quadruple knockout mouse *in vitro* and found diminished PNNs and an altered expression of synaptic proteins that were accompanied by a decreased frequency of mEPSCs and mIPSCs after 14 and 21 DIV^29^. This also translates in an altered synaptic plasticity *in vivo* as the quadruple knockout mouse exhibited a reduced short-term depression connected with changed frequency dependence in the dentate gyrus of the hippocampus subjected to a classical LTP paradigm^30^.

In the light of these observations we sought to expand our insight into the importance of the ECM for the process of synaptogenesis. To this end we explored the quadruple knockout mouse in conjunction with the indirect co-culture system of cortical astrocytes and hippocampal neurons^29,31^. We examined the proportion of inhibitory and excitatory synapses in culture, as well as the spontaneous activity of the neuronal networks using the multielectrode array (MEA) approach^32^. We also monitored the formation of PNNs in the developing hippocampus of quadruple knockout mice *in vivo*, as it has recently been reported that PNNs are highly enriched in the CA2 region of the murine hippocampus^33^. Moreover, we compared the gene expression in this brain structure at postnatal day (P) 21 in wildtype and quadruple knockout mice by microarray analysis.

## Results

### Enhancement of excitatory synapses in the quadruple knockout mouse

Hippocampal neurons and cortical astrocytes of wildtype and quadruple knockout mice were cultivated in the four possible combinations (N^wt/wt^/A^wt/wt^, N^wt/wt^/A^k^°^/k^°, N^k^°^/ko^/A^wt/wt^, N^ko/ko^/A^ko/ko^), in the following referred to as conditions. For the detection of excitatory synapses after 14 DIV and 21 DIV (Fig. 1), the presynaptic protein vGlut1 and the postsynaptic protein PSD95 were examined using specific antibodies. We consider situations where pre- and postsynaptic puncta are in register and the corresponding fluorescence signals overlap as structural synapses^31,34^. In contrast puncta that are not colocalized with their corresponding partner are designated as delocalized, for the purpose of this study. To distinguish between PNN wearing (Fig. 1a–d+a”-d”) and PNN-free neurons (Fig. 1a’–d’+a”’–d”’), aggrecan, a major constituent of the PNN structure, was used^35^. In case of the formation of structural synapses white puncta indicating the overlap of pre- and postsynaptic puncta were detectable.

**Figure 1:**
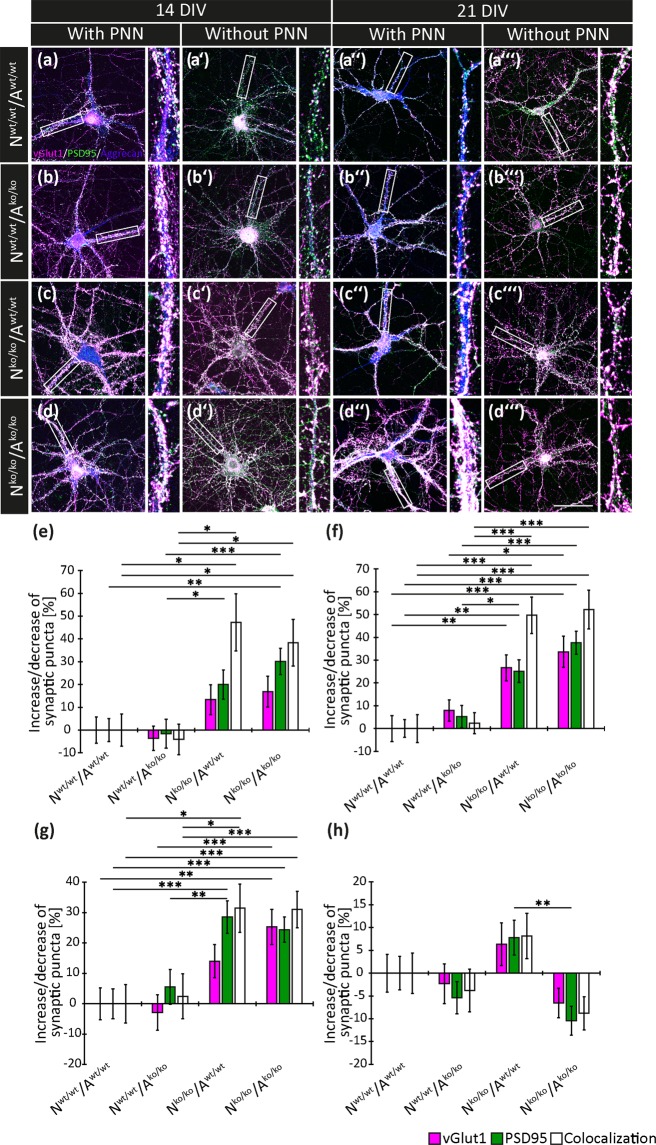
Expression of the synaptic puncta vGlut1 and PSD95 in hippocampal neurons after 14 and 21 DIV. (**a**,**a’**,**a”**,**a”’**,**b**,**b’**,**b”**,**b”’**,**c**,**c’**,**c”**,**c”’**,**d**,**d’**,**d”**,**d”’**) Representative images of the immunocytochemical stainings of the presynaptic protein vGlut1 (puncta appearing in magenta) and the postsynaptic protein PSD95 (green puncta) after 14 DIV and 21 DIV for the four conditions (N^wt/wt^/A^wt/wt^, N^wt/wt^/A^ko/ko^, N^ko/ko^/A^wt/wt^, N^ko/ko^/A^ko/ko^) are shown. The white puncta reflect the colocalization of both proteins and indicate structural synapses. The PNNs were visualized using aggrecan (blue), which is visible in (**a**,**a”**,**b**,**b”**,**c**,**c”**,**d**,**d”**) for PNN-bearing neurons. In (**a’**,**a”’**,**b’**,**b”’**,**c’**,**c”’**,**d’**,**d”’**), neurons devoid of PNNs are exemplified. Next to each of the micrographs is a higher magnification of one exemplary neurite (white box in each image) showing the individual synaptic puncta in more detail. Scale bar: 50 µm in D”’. (**e**,**f**,**g**,**h**) Analysis of the relative increase or decrease of the number of synaptic puncta in percent after 14 (**e**,**f**) and 21 DIV (**g**,**h**). PNN-wearing knockout neurons after 14 DIV (**e**) combined with wildtype astrocytes (N^ko/ko^/A^wt/wt^) and knockout astrocytes (N^ko/ko^/A^ko/ko^) showed a significant rise of excitatory synapses. The same applies for PNN-free neurons after 14 DIV (**f**). PNN-wearing knockout neurons (**g**) co-cultivated with knockout astrocytes (N^ko/ko^/A^ko/ko^) showed a significant enhancement of structural synapses in culture compared to the control (N^wt/wt^/A^wt/wt^) after 21 DIV. No significant differences were revealed after 21 DIV for the number of synaptic puncta of PNN-negative knockout neurons (**h**) compared to the control condition. Statistics: Five independent experiments (biological replicates N = 5) were performed choosing randomly 20 neurons with (n = 20) and 20 neurons without PNNs (n = 20) per each condition. In sum, 800 neurons were analysed. Data are expressed as mean ± SEM (ANOVA and Scheffé post hoc test for PSD-95 data sets and Kruskal-Wallis test for vGlut1 and Colocalization data sets, p ≤ 0.05).

Knockout neurons cultivated in the presence of knockout astrocytes (N^ko/ko^/A^ko/ko^), which were surrounded by PNNs showed a significant upregulation of PSD95 and colocalized vGlut1 puncta of 30.18 ± 5.79% (p = 0.002) and 38.31 ± 10.19% (p = 0.040) compared to the control (N^wt/wt^/A^wt/wt^) after 14 DIV (Fig. 1e). The delocalized vGlut1 puncta were not significantly increased (16.90 ± 6.78%, p = 0.091). No significant shift of excitatory puncta was observable for knockout neurons grown with wildtype astrocyte (N^ko/ko^/A^wt/wt^) where vGlut1 and PSD95 puncta shifted by 13.38 ± 6.55% (p = 0.185) and 19.97 ± 6.47% (p = 0.392), respectively. A significant enhancement of 47.29 ± 12.49% (p = 0.050) could be detected for excitatory synapses. Hence, the astrocytes seemed not capable to rescue the neuronal phenotype. When wildtype neurons were cultivated together with knockout astrocytes (N^wt/wt^/A^ko/ko^), no alteration of the number of synaptic puncta was detectable, (vGlut1 puncta: −3.56 ± 5.30% (p = 0.472), PSD95 puncta: −1.62 ± 6.37% (p = 1.000), colocalized puncta: −4.06 ± 6.73% (p = 1.000), Fig. 1, Supplementary Table S1a,b), suggesting that the distinct genotypes of the astrocytes did not intervene in the formation of excitatory synapses.

An even larger rise of excitatory structural synapses was determined for PNN-free knockout neurons cultivated with knockout astrocytes (N^ko/ko^/A^ko/ko^) (Fig. 1f). Here, an increase was measured of 52.24 ± 8.51% (p < 0.001) compared to the control condition (N^wt/wt^/A^wt/wt^). The delocalized vGlut1 and PSD95 puncta were also significantly elevated by 33.69 ± 6.82% (p < 0.001) and 37.64 ± 5.05% (p < 0.001). Analogous results were obtained for knockout neurons grown in the presence of wildtype astrocytes (N^ko/ko^/A^wt/wt^) where the vGlut1 puncta were significantly increased by 26.65 ± 5.65% (p = 0.002), as well as the PSD95 puncta (25.14 ± 4.98%, p = 0.002) and the excitatory synapses (49.73 ± 8.01%, p < 0.001). In contrast, when wildtype neurons were co-cultivated with knockout astrocytes (N^wt/wt^/A^ko/ko^), no differences with regard to excitatory synapses were measured (vGlut1: 7.94 ± 4.71% (p = 0.505), PSD95: 5.28 ± 4.92% (p = 1.000), structural synapses: 2.33 ± 4.62% (p = 1.000), Fig. 1f, Supplementary Table S1a,b).

After 21 DIV, PNN wearing knockout neurons co-cultivated with knockout astrocytes (N^ko/ko^/A^ko/ko^) (Fig. 1g) also exhibited a strong increase of excitatory synaptic puncta (structural synapses: 31.03 ± 5.9%, p < 0.001; delocalized vGlut1 puncta: 25.29 ± 5.76%, p = 0.008; delocalized PSD95 puncta: 24.38 ± 4.14%, p = 0.001). Knockout neurons combined with wildtype astrocytes (N^ko/ko^/A^wt/wt^) displayed a higher formation of excitatory synapses (PSD95 puncta: 28.56 ± 5.34%, p = 0.001; structural synapses: 31.43 ± 7.91%, p = 0.024). In contrast, the delocalized vGlut1 puncta were not significantly altered (14.03 ± 5.50%, p = 0.618). Wildtype neurons co-cultivated with knockout astrocytes (N^wt/wt^/A^ko/ko^) showed no change in their number of synaptic puncta (vGlut1: −2.86 ± 5.83%, p = 1.000; PSD95: 5.59 ± 5.72%, p = 1.000; colocalized puncta: 2.43 ± 7.41%, p = 1.000). In the absence of PNNs, the only significant difference that was observed concerned the number of PSD95 puncta which differed between knockout neuron combinations N^ko/ko^/A^ko/ko^ compared to N^ko/ko^/A^wt/wt^ (p = 0.005) (Fig. 1h).

In conclusion, the elimination of the four extracellular matrix molecules TnC, TnR, brevican and neurocan resulted in a remarkable increase of excitatory synapses in PNN-positive as well as PNN-negative mutant neurons after 14 DIV.

### Reduction of inhibitory synapses in the quadruple knockout mouse

For the detection of inhibitory synapses, vGAT was used as a presynaptic and gephyrin as a postsynaptic marker^36^ after 14 and 21 DIV (Fig. 2a,a”,b,b”,c,c”,d,d”). Compared to the control (N^wt/wt^/A^wt/wt^) and different from the situation of excitatory synapses described above, the number of structural inhibitory synapses appeared reduced in all conditions involving mutant cells, irrespective of the presence or absence of PNNs (Fig. 2 and Supplementary Table S2a,b). For PNN-positive knockout neurons co-cultivated with knockout astrocytes for 14 DIV (N^ko/ko^/A^ko/ko^), the gephyrin puncta as well as the inhibitory synapses were significantly reduced (Fig. 2e) by −21.15 ± 2.75% (p = 0.008) and −24.25 ± 3.98% (p = 0.016). The vGAT puncta were not affected (−12.79 ± 7.15%, p = 0.062). Analogous results were obtained for PNN-positive knockout neurons grown with wildtype astrocytes (N^ko/ko^/A^wt/wt^) where inhibitory synapses diminished by −23.85 ± 3.98% (p = 0.007). In contrast, the vGAT and gephyrin puncta were not significantly modified, −16.18 ± 6.23%, (p = 0.028) and 1.23 ± 4.05% (p = 1.000), respectively. No significant alteration of synaptic puncta was visible in PNN-positive wildtype neurons co-cultivated with knockout astrocytes (Supplementary Table S2a,b).

**Figure 2:**
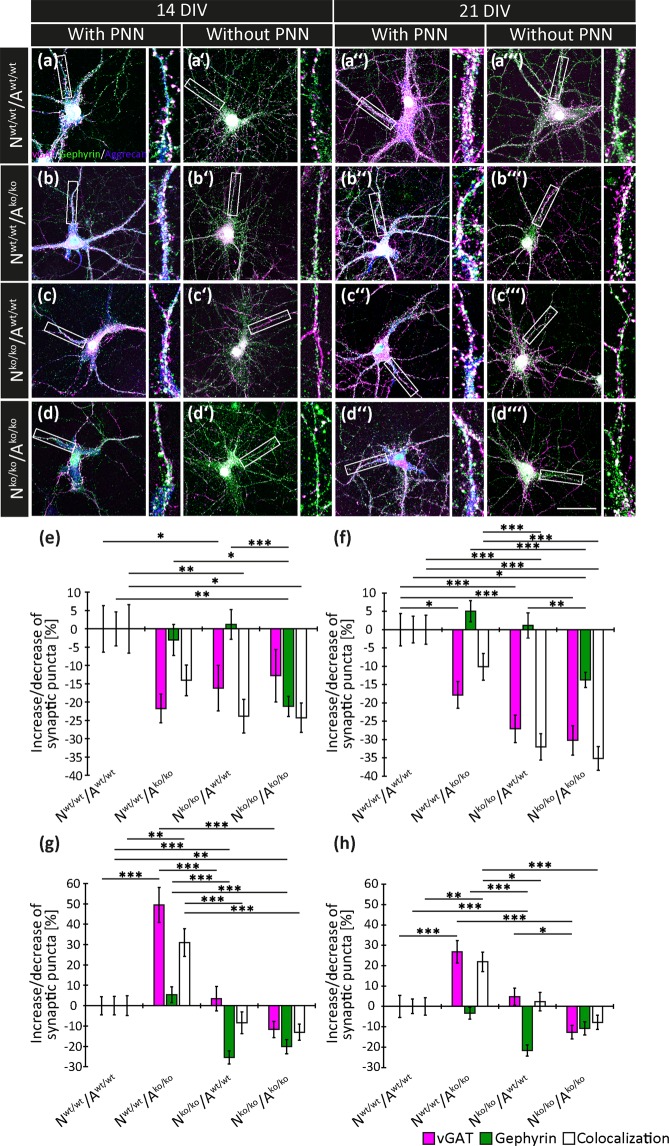
Expression of the synaptic puncta vGAT and gephyrin in hippocampal neurons after 14 and 21 DIV. (**a**,**a’**,**a”**,**a”’**,**b**,**b’**,**b”**,**b”’**,**c**,**c’**,**c”**,**c”’**,**d**,**d’**,**d”**,**d”’**) Representative images show the immunocytochemical stainings of hippocampal neurons after 14 and 21 DIV with the presynaptic marker vGAT (magenta puncta) and the postsynaptic marker gephyrin (green puncta) to detect inhibitory synapses in all four conditions (N^wt/wt^/A^wt/wt^, N^wt/wt^/A^ko/ko^, N^ko/ko^/A^wt/wt^, N^ko/ko^/A^ko/ko^). Colocalization of these proteins leads to the appearance of white puncta, which we define as structural inhibitory synapses in the neuronal cultures. To distinguish between neurons with (**a**,**a”**,**b**,**b”**,**c**,**c”**,**d**,**d”**) and without PNNs (**a’**,**a”’**,**b’**,**b”’**,**c’**,**c”’**,**d’**,**d”’**), aggrecan (blue) was used to visualize the PNNs. The higher magnification next to each image (white box in each image) displays one representative neurite to allow for a more detailed view on the distribution of the synaptic puncta. Scale bar: 50 µm in d”’. (**e**,**f**,**g**,**h**) The total number of the vGAT, gephyrin and colocalized puncta was quantified and the percentage of the increase/decrease of the number of synaptic puncta was thus determined after 14 (**e**,**f**) and 21 DIV (**g**,**h**). Irrespective of whether the neurons were covered by PNN (**e**) or not (**f**), the knockout neurons showed a significantly reduced number of synaptic puncta. PNN-wearing knockout neurons co-cultivated with knockout astrocytes for 21 DIV (N^ko/ko^/A^ko/ko^) exhibited a significant lower number of gephyrin puncta in comparison to the control (N^wt/wt^/A^wt/wt^) (**g**), whereas the number of structural synapses was not significantly altered. Knockout neurons combined with knockout astrocytes and without PNNs showed no significant change in the number of their synaptic puncta (**h**). Statistics: Five independent experiments (N = 5) were performed choosing randomly 20 neurons with (n = 20) and 20 neurons without PNNs (n = 20) per each condition. In sum, 800 neurons were analysed. Data are expressed as mean ± SEM (Kruskal-Wallis test, p ≤ 0.05).

When knockout neurons not surrounded by a PNN were cultivated for 14 DIV (Fig. 2f), in the presence of knockout astrocytes (N^ko/ko^/A^ko/ko^), the cultures presented a significant decrease of synaptic puncta compared to the control (N^wt/wt^/A^wt/wt^) which amounted to −30.22 ± 4.01% (p < 0.001) for vGAT puncta, −13.70 ± 2.08% (p = 0.049) for gephyrin puncta and −35.11 ± 3.24% (p < 0.001) for structural inhibitory synapses. A significant reduction of vGAT puncta by −27.09 ± 3.78% (p < 0.001) and inhibitory synapses by −32.01 ± 3.64% (p < 0.001) could furthermore be identified on knockout neurons grown in the presence of wildtype astrocytes (N^ko/ko^/A^wt/wt^). Interestingly, the percentage of gephyrin puncta appeared unchanged in this condition (1.15 ± 3.45%, p = 1.000). The combination of wildtype neurons with knockout astrocytes (N^wt/wt^/A^ko/ko^) resulted in a decrease of vGAT puncta by −17.83 ± 3.64% (p = 0.035), while the gephyrin puncta as well as the inhibitory synapses remained unaffected (4.99 ± 2.88%, p = 0.372; and −10.12 ± 3.64%, p = 0.667). Thus, after 14 DIV the fraction of inhibitory synapses was reduced both on PNN-positive and PNN-negative knockout neurons.

An analogous analysis was performed after 21 DIV (Fig. 2g,h, Supplementary Table S2a,b). Under this schedule, PNN-positive knockout neurons grown with knockout astrocytes (N^ko/ko^/A^ko/ko^) developed significantly lesser gephyrin puncta, while the vGAT puncta and inhibitory synapses were not altered compared to the control (N^wt/wt^/A^wt/wt^); vGAT: −11.66 ± 4.01% (p = 0.287), gephyrin: −20.15 ± 3.50% (p = 0.004) and colocalized puncta: −13.01 ± 3.96% (p = 0.354). The same was examined for the synaptic puncta of knockout neurons with wildtype astrocytes (N^ko/ko^/A^wt/wt^). Here, a significant reduction of −25.44 ± 3.24% (p < 0.001) of gephyrin puncta was quantified, whereas the vGAT (3.45 ± 5.95%, p = 1.000) and the structural synapses (−8.40 ± 5.35%, p = 0.396) remained unchanged. Interestingly, wildtype neurons with PNNs co-cultured with knockout astrocytes (N^wt/wt^/A^ko/ko^) exhibited a significant enhancement of the vGAT puncta by 49.47 ± 8.53% (p < 0.001) and inhibitory synapses by 30.97 ± 6.82% (p = 0.005). The gephyrin puncta were not changed in this condition (5.42 ± 3.92% (p = 0.807)).

Neurons without a PNN (Fig. 2h) showed the following expression of synaptic puncta in comparison to the control (N^wt/wt^/A^wt/wt^). No alteration in the percentage increase/decrease of synaptic puncta was found for knockout neurons grown with knockout astrocytes (N^ko/ko^/A^ko/ko^) (vGAT: −12.73 ± 3.33% (p = 0.879), gephyrin: −10.77 ± 3.20% (p = 0.098) and colocalized puncta: −7.83 ± 3.45% (p = 1.000). The gephyrin puncta were significantly reduced, by −21.63 ± 2.76% (p < 0.001), when knockout neurons were co-cultivated with wildtype astrocytes (N^ko/ko^/A^wt/wt^), but no change could be found for the vGAT and inhibitory synapses in this condition (vGAT: 4.80 ± 4.22% (p = 0.795) and colocalized puncta: 2.38 ± 4.52% (p = 1.000)). Like before seen for neurons with PNNs (Fig. 2g), wildtype neurons combined with knockout astrocytes (N^wt/wt^/A^ko/ko^) exhibited a significantly enhanced percentage of vGAT puncta by 26.78 ± 5.53% (p < 0.001) and of inhibitory synapses by 21.93 ± 4,79% (p = 0.007), whereas the percentage of gephyrin puncta was not modified (−3.30 ± 2.90% (p = 1.000)) after 21 DIV.

Summarizing these observations, the elimination of the four ECM molecules TnC, TnR, Neurocan and brevican led to a reduction of inhibitory synapses on PNN-positive as well as PNN-negative knockout neurons cultivated for 14 DIV. This effect levelled off after three weeks where wildtype neurons maintained in the presence of knockout astrocytes displayed an enhanced number of vGAT-positive afferents and inhibitory synapses, irrespective of the presence or absence of PNNs (Fig. 2g,h).

### Higher neuronal network activity in the quadruple knockout mouse

To test the influence of the altered proportion of excitatory and inhibitory synapses at hippocampal quadruple knockout neurons on the spontaneous activity, MEA analysis was conducted as established in our laboratory^32^. Via the 60 electrodes of the MEA (Fig. 3a,b), the spontaneous activity of the neuronal network developing *in vitro* was analysed (Fig. 3c,d,e). Each electrode was individually recorded and the traces (Fig. 3g) were represented in small boxes (Fig. 3f,g), reflecting the spontaneous activity as well as the occurrence of bursts in different areas of the network in culture (Fig. 3c–e).

**Figure 3:**
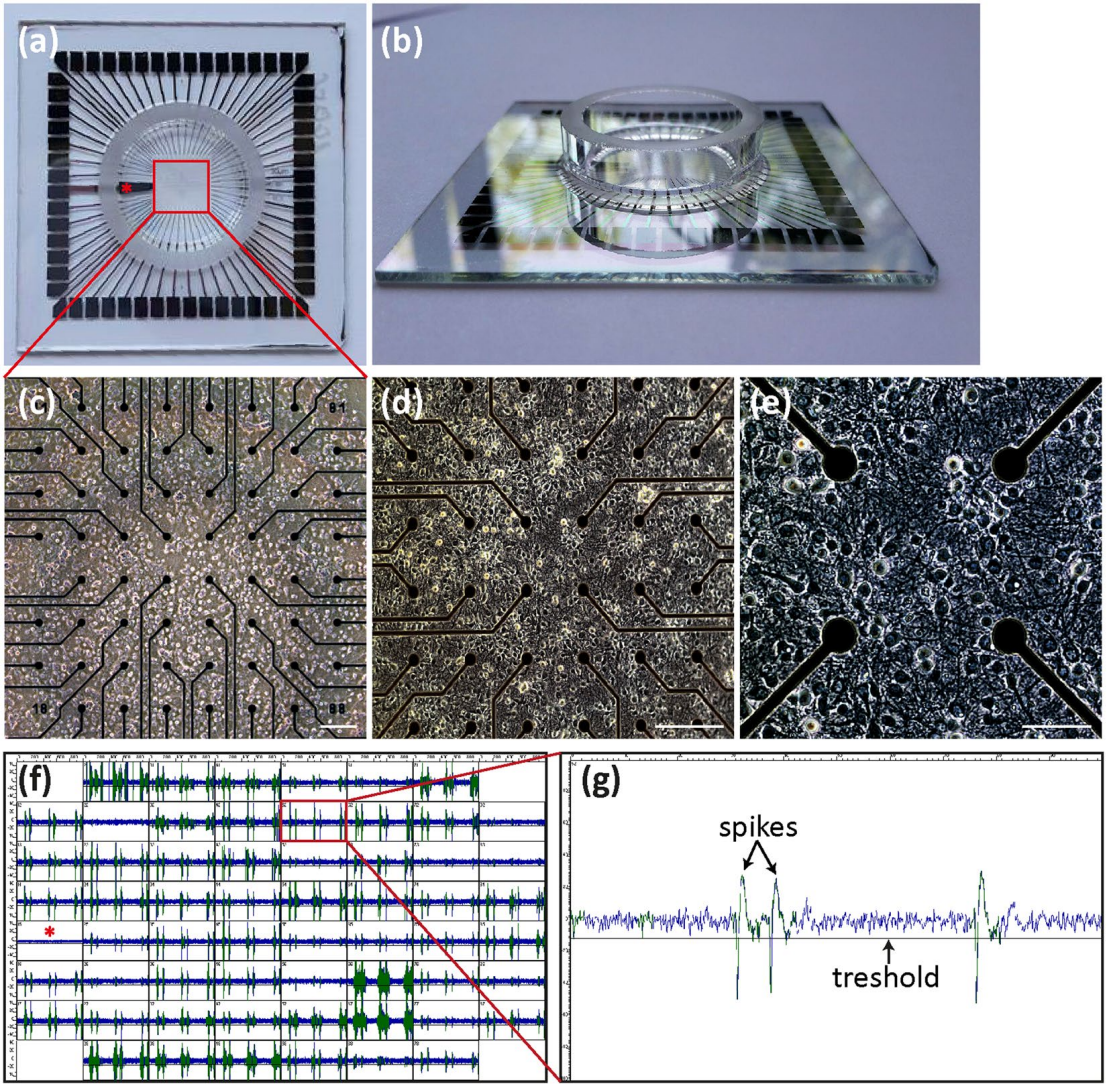
Cultivation of hippocampal neurons on MEAs. (**a**,**b**) Illustrates a standard MEA (electrode grid 8 × 8) for measuring the network activity of cells, e.g. of hippocampal neurons. In the centre of the MEA a glass ring (6 mm high) is located containing the electrode field on which the neurons were cultivated in 1 ml medium. Each MEA is equipped with 60 electrodes, including one internal reference electrode (red star in A). Each electrode is made of titanium nitride and has a diameter of 30 µm. The spacing between each electrode is 200 µm. **(c**,**d**,**e)** The exemplary microscopic images illustrate the growth of the hippocampal neurons on the MEA that elaborate a complex network after 14 DIV, as shown at higher magnification. **(e)** Neurons form numerous synaptic connections with each other. Scale bar **(c**,**d)**: 200 µm. Scale bar **(e)**: 100 µm. **(f)** Representative image of the activity of 60 electrodes shown by the spike sorter. Each small square displays the activity of one individual electrode. The occurrence of bursts can be detected through the emergence of simultaneous activity at the majority of electrodes. The red star marks the reference electrode. **(g)** Higher magnification of the neuronal activity of a singular electrode. Action potentials occur in the form of spikes and were registered when their amplitude exceeded the triggering threshold by 4.5-fold of the standard deviation.

The number of spikes (Fig. 4a) which correspond to action potentials was significantly increased in knockout neurons co-cultured with knockout astrocytes (N^ko/ko^/A^ko/ko^) after 14 DIV (4306.84 ± 217.87 (p < 0.001)) and 21 DIV (8762.16 ± 454.98, p < 0.001) compared to the control (N^wt/wt^/A^wt/wt^) (14 DIV: 2348.39 ± 153.26, 21 DIV: 4367.73 ± 261.28). The same applied for the number of bursts (Fig. 4b) in this condition with a value of 101.04 ± 4.78 bursts per 10 min (p < 0.001) after 14 DIV and 195.45 ± 6.82 bursts (p < 0.001) after 21 DIV in comparison to the control values of 57.6 ± 3.22 bursts after 14 DIV and 109.38 ± 5.75 bursts after 21 DIV. Bursts consist of single spikes and occur simultaneously at a variety of electrodes in a short time interval. When knockout neurons were combined with wildtype astrocytes (N^ko/ko^/A^wt/wt^), the spike number was nearly the same as for the control, indicating a contribution of the astrocytic phenotype into the process of network activity. Similarly, the spike frequency was upregulated in cultures with knockout neurons co-cultivated with knockout astrocytes at both examined time points (14 DIV: 7.15 ± 0.33, p < 0.001; 21 DIV: 14.60 ± 0.70, p < 0.001) compared to the control (14 DIV: 3.91 ± 0.24; 21 DIV: 7.28 ± 0.43). With progressing cultivation time, the neuronal networks gained complexity, more bursts arose and a higher spike frequency in bursts emerged. Knockout neurons grown in the presence of knockout astrocytes (N^ko/ko^/A^ko/ko^) showed a significantly higher spike frequency in bursts of 92.18 ± 4.23 Hz (p < 0.001), which occurred after 14 DIV compared to 66.61 ± 2.44 Hz of the control (N^wt/wt^/A^wt/wt^). When cultivated for 21 DIV, these differences between the two conditions were still present (N^wt/wt^/A^wt/wt^: 86.17 ± 2.97, N^ko/ko^/A^ko/ko^: 94.32 ± 2.95 (p = 0.031). Interestingly, knockout neurons co-cultured with wildtype astrocytes (N^ko/ko^/A^wt/wt^) showed an opposite effect concerning their spike frequency in bursts, namely a reduction with a value of 48.54 ± 1.38 Hz (p < 0.001) after 14 DIV. After 21 DIV no significant difference could be observed (75.15 ± 1.91 Hz (p = 0.347)).

**Figure 4:**
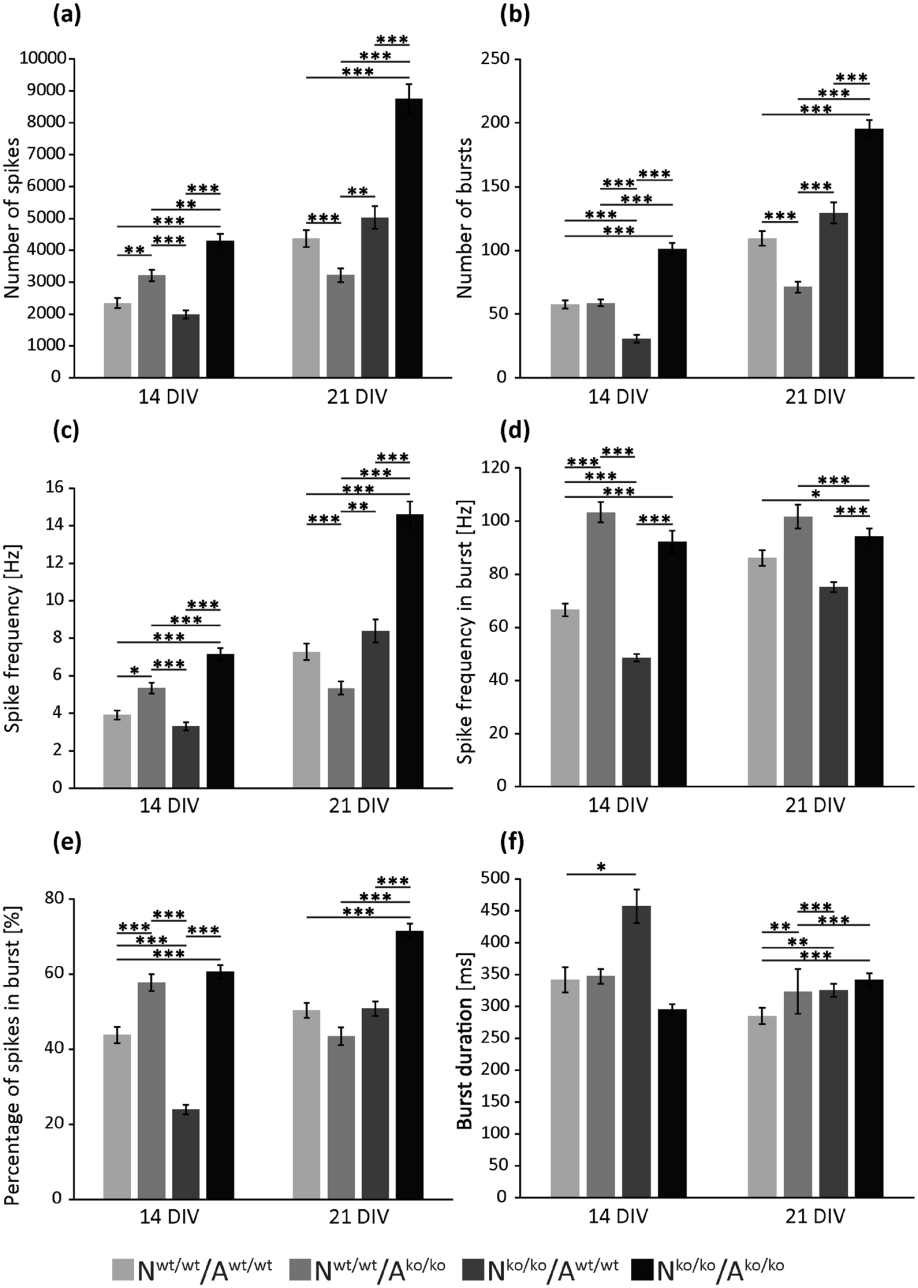
Spontaneous neuronal network activity after 14 and 21 DIV measured via MEA. Using MEA analysis, the spontaneous activity of neuronal networks derived from the hippocampus of either wildtype or quadruple knockout mice was examined. Different parameters were detected and quantified for the four conditions (N^wt/wt^/A^wt/wt^, N^wt/wt^/A^ko/ko^, N^ko/ko^/A^wt/wt^, N^ko/ko^/A^ko/ko^) including the number of spikes **(a)**, the number of bursts **(b)**, the spike frequency **(c)**, the spike frequency in bursts **(d)**, the percentage of spikes in bursts **(e)** and the mean burst duration **(f)**. Most analysed parameters were enhanced in the neuronal networks of knockout neurons cultured with knockout astrocytes (N^ko/ko^/A^ko/ko^) compared to the control (N^wt/wt^/A^wt/wt^). For example the number of spikes increased significantly to almost twice the control level after 14 DIV as well as 21 DIV and the number of bursts in culture was significantly enhanced too. This also resulted in a higher spike frequency as well as in a higher percentage of spikes in bursts in the knockout neurons grown with knockout astrocytes. The only parameter that remained unchanged between these two conditions was the mean burst duration. Statistics: Five independent experiments (N = 5) were performed with all in all 60 electrodes (n = 60) on each of one or two MEAs per condition. Data are expressed as mean ± SEM (Kruskal-Wallis test, p ≤ 0.05).

A higher amount of spikes in bursts appeared in the (N^ko/ko^/A^ko/ko^) condition compared to the control condition. Whereas in the control condition only 43.79 ± 2.18% spikes after 14 DIV and 50.37 ± 2.02% spikes after 21 DIV appeared within a burst, 60.62 ± 1,85% (p < 0.001) spikes in bursts after 14 DIV and 71.50 ± 1,90% (p < 0.001) spikes in bursts after 21 DIV occurred in the (N^ko/ko^/A^ko/ko^) condition. There was again a significant decrease of this analysed parameter in cultures of knockout neurons cultured with wildtype astrocytes (N^ko/ko^/A^wt/wt^) after 14 DIV with a percentage of 23.96 ± 1.31% (p < 0.001) spikes in burst, which attained control levels after 21 DIV, with a percentage of 50.78 ± 1.93% (p = 1.000). The duration of bursts was also measured using MEA analysis (Fig. 4f, Supplementary Table S3a,b). In the control condition (N^wt/wt^/A^wt/wt^) an average burst lasted for 341.88 ± 19.57 ms after 14 DIV and for 284.94 ± 12.83 ms after 21 DIV. No change in the mean duration of a burst was seen for knockout neurons grown with knockout astrocytes (N^ko/ko^/A^ko/ko^) after 14 DIV, which showed similar results of 294.96 ± 8.84 ms (p = 0.057) after 14 DIV and 341.72 ± 10.66 ms (p < 0.001) after 21 DIV, which also applies for all other conditions compared to the control condition. After 21 DIV, all conditions showed a significant rise in the burst duration in comparison to the control. The only striking difference of the burst duration was observable after 14 DIV for knockout neurons cultured with wildtype astrocytes (N^ko/ko^/A^wt/wt^). Here, the burst duration was significantly protracted to 456.95 ± 26.44 ms (p = 0.032) instead of 341.88 ± 19.57 ms as detected in the control.

In conclusion, the MEA analysis revealed that the deletion of four critical ECM constituents resulted in an increased network activity in the cultures of hippocampal neurons.

### Reduction of PNNs *in vivo* in the quadruple knockout mouse

The ECM molecules TnC, TnR, brevican and neurocan are constituents of PNNs, therefore it appeared of interest to analyze the impact of the elimination of these genes on the formation of PNNs *in vivo*. The marker WFA was used to visualize PNNs in frontal brain slices of the hippocampus of wildtype (Fig. 5a,c,e,g,i) and knockout mice (Fig. 5b,d,f,h,j).

**Figure 5:**
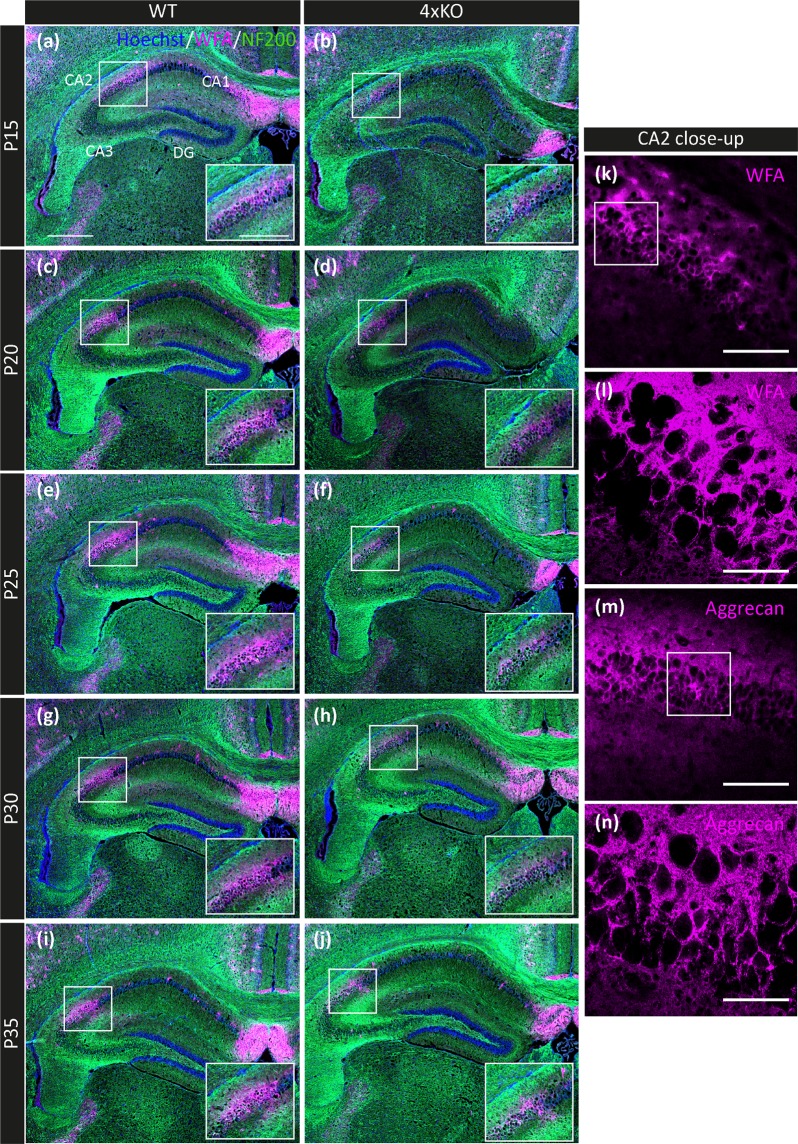
Expression of PNNs in the developing murine hippocampus *in vivo*. (**a**–**j**) Immunohistochemical detection of PNNs in the hippocampus of postnatal wildtype and knockout mice (P15, P20, P25, P30, P35) using the lectin WFA as marker for PNNs (magenta). Beyond a general expression of PNNs next to the CA1 region and single WFA-positive cells in the hippocampus as well as the cortex, a distinct PNN area was detected in the CA2 region of the hippocampus. This PNN area is noticeably smaller in the hippocampus of the quadruple knockout mice, which is also clearly visible in the higher magnification of this region within each image. The antibody NF200 (green) was utilized for the detection of neurons. The nuclei were marked by bisbenzimide (blue, Hoechst). Scale bar: 500 µm in a and 250 µm in inset of a. (**k**–**n**) Close-up images of the immunohistochemical WFA and aggrecan staining in the wildtype CA2 region of P20 mice. Images were taken using a confocal laser scanning microscope with a 400× (**k**,**m**) and 630x magnification (**l**,**n**). The both PNN markers aggrecan and WFA clearly show a strong fluorescence signal around the soma of CA2 neurons. Scale bar: 100 µm in k,m and 50 µm in l,n.

The analysis of the PNNs *in vivo* was focused on the hippocampus of 15, 20, 25, 30 and 35 days old mice. Within the CA2 region of the hippocampus, an area consisting of numerous PNNs developed starting at P15 and evolved further along with the maturating hippocampus. This PNN territory was present in the wildtype as well as in the knockout hippocampus. A small proportion of the fluorescence in the CA2 region could be due to the diffuse interstitial matrix. However, it has recently been demonstrated that pyramidal neurons in the CA2 region are a major source of perineuronal nets in the hippocampus and positive for WFA and aggrecan^33^. This agrees with recent studies that emphasize that the WFA signal in CA2 is PNN-specific^37,38^. Consistent with this interpretation, a higher magnification image obtained using confocal laser scanning microscopy revealed that the major part of the fluorescence was concentrated in PNNs around neuronal cell bodies, suggesting a specific labeling of these structures (Fig. 5k–n). The PNN areas were determined for the different postnatal stages of the developing hippocampus (P15-P35) by measuring the WFA-positive area (Fig. 6). The quantification revealed a significant downregulation of the PNN area in the quadruple knockout hippocampus at P15, P20, P25, and P30 (Fig. 6e). The PNN area amounted to 42558.46 ± 3223.24 µm^2^ (p < 0.001) at P15, 62810.40 ± 5409.42 µm^2^ (p = 0.05) at P20, 63750.31 ± 3300.47 µm^2^ (p < 0.001) at P25 and 63620.73 ± 5082.00 µm^2^ (p < 0.001) at P30 compared with the values of the wildtype of 64155.52 ± 3273.71 µm^2^ at P15, 78005.23 ± 5021.09 µm^2^ at P20, 90590.67 ± 6055.96 µm^2^ at P25 and 104404.09 ± 7588.34 µm^2^ at P30 (Supplementary Table S4a,b). In the wildtype hippocampus, the area size increased over time until P30. No significant difference of the PNN size was detectable between the wildtype and knockout hippocampus at P35. At this stage the PNN area of the knockout hippocampus amounted to 73468.03 ± 8223.63 µm^2^ and of the area size of the wildtype hippocampus encompassed 90108.04 ± 6145.99 µm^2^ (p = 0.120), indicating an alignment of their PNN area size towards adulthood.

**Figure 6:**
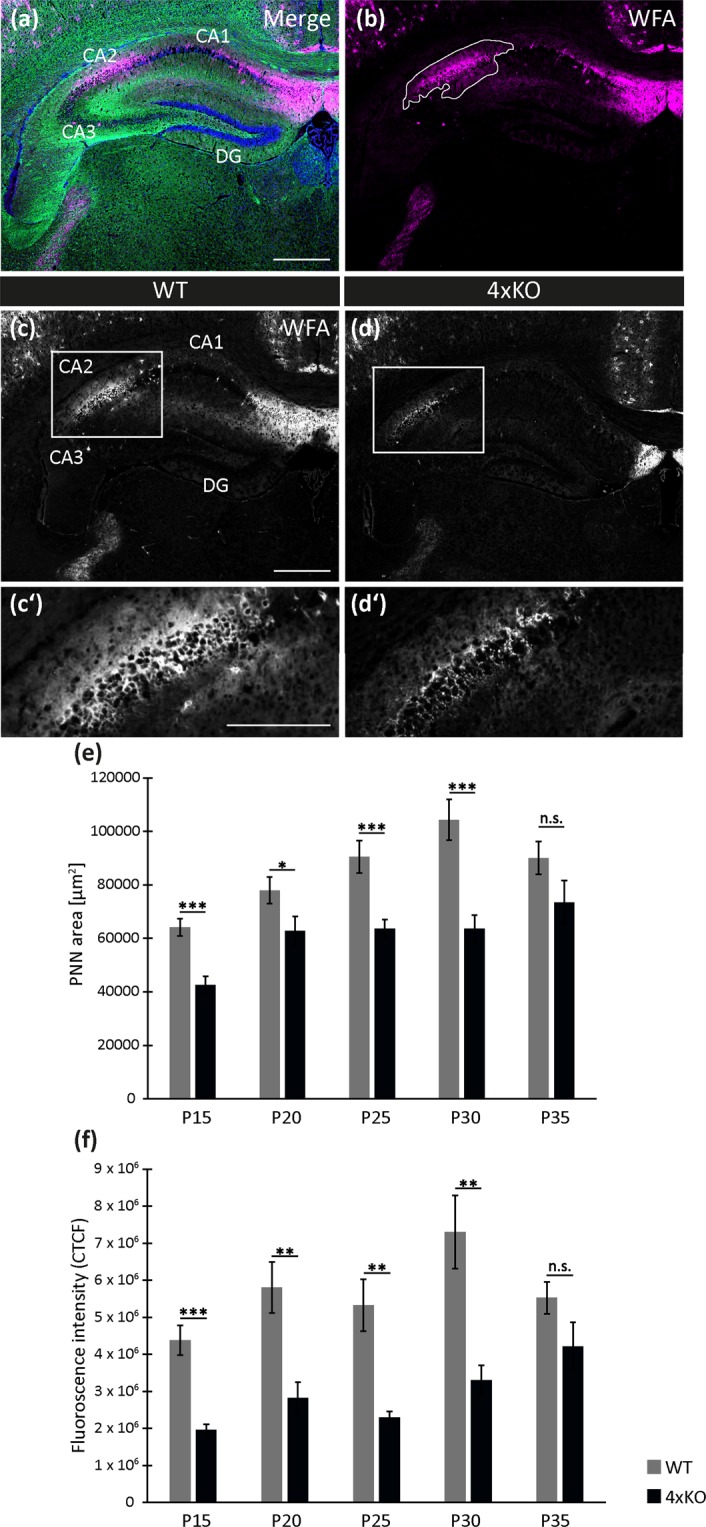
PNN area size in different developmental stages of the murine hippocampus. (**a**,**b**) Representative images illustrate the immunohistochemical detection of PNNs in the hippocampus of a P30 wildtype mouse. WFA (magenta) was used as a marker to detect the PNNs surrounding individual neurons. The area size in the CA2 region of the hippocampus was measured as indicated by the line surrounding the PNN-positive territory (b, white line). Neurons were visualized using an antibody to NF200 (green) and Bisbenzimide (Hoechst) was used to detect the nuclei. Scale bar in A: 500 µm. (**c**,**c’**, **d**,**d’**) Representative images of the WFA-staining converted into white for a better visualization of the PNN fluorescence intensity of the wildtype (**c**,**c’**) and knockout (**d**,**d’**) hippocampus at P25. The higher magnification of the WFA-positive area in the CA2 region (white box) indicates a higher intensity of the PNN fluorescence in the wildtype compared to the knockout hippocampus. Scale bar: 500 µm in C, D and 250 µm in C’, D’. (**e**) Quantitative *in vivo* analysis of the PNN area size in the hippocampal CA2 region of postnatal mice (P15, P20, P25, P30 and P35). Except at P35, all other analysed postnatal stage of the hippocampus showed a significantly decreased area size of the PNNs in the CA2 region of knockout mice. At P35, the PNN areas size was not significantly different between knockout and wildtype. (f) Quantitative analysis of the PNN fluorescence intensity (CTCF) in the CA2 region of the hippocampus of mice at P15, P20, P25, P30 and P35. The fluorescence intensity was significantly reduced within the hippocampus of knockout compared to wildtype mice. The only exception was at P35, when no significant alteration of the PNN fluorescence intensity was detectable. Statistics: Three independent experiments (biological replicates N = 3) were performed and the PNN area size of four hippocampi (n = 4) was examined. Data are expressed as mean ± SEM (F-test and unpaired student’s t-test, p ≤ 0.05).

Next to the area size, the corrected total cell fluorescence (CTCF) of the WFA-positive area in the CA2 region of the hippocampus was measured (Fig. 6c,c’,d,d’,f). As previously seen for the area size, the fluorescence intensity was also significantly diminished in the quadruple knockout hippocampus at P15, P20, P25 and P30 (P15: 1963962.39 ± 150734.82, p < 0.001; P20: 2820496.51 ± 436309.19, p = 0.0018; P25: 2299008.92 ± 160585.48, p = 0.0012; and P30: 3305522.46 ± 395786.81, p = 0.002) compared to the wildtype situation (P15: 4380059.02 ± 403847.23, P20: 5805772.77 ± 691451.33, P25: 5328356.19 ± 702004.79 and P30: 7300182.00 ± 987441.78). At P35, no change with regard to the fluorescence intensity of the PNN area was found in the knockout hippocampus (4217469.63 ± 647443.36 in comparison to the wildtype hippocampus (5529794.88 ± 430019.63, p = 0.108). In conclusion, the maturation of PNNs is significantly delayed in the quadruple knockout hippocampus but normalized after postnatal day 30 to attain the wildtype control levels in adulthood (Supplementary Table S4a,b).

### Alterations in the gene expression in the quadruple knockout hippocampus at postnatal day 21

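RNA from the hippocampus of 3 male quadruple knockout mice and 3 male wildtype mice at postnatal day 21 was hybridised to Affymetrix Mouse Gene 2.0 ST arrays, which read each transcript with probes spread along its length. The quadruple knockout mouse lacks tenascin-C, tenascin-R, brevican and neurocan, the products of Tnc, Tnr, Bcan and Ncan. The methods describe the animals as siblings and require an RNA integrity number of at least 9. The authors normalized the arrays with Robust Multichip Average (RMA), which corrects the background, brings all arrays to a common distribution and summarises the probes of a transcript on the log2 scale. The 34472 deposited log2 signals per array were compared between the groups with limma, which shares information on the spread between probe sets, and p values were adjusted by Benjamini-Hochberg over all probe sets. The rule of the methods, over 1.5-fold with an unadjusted p under 0.05, was applied to the limma p. The methods name an Anova p without its form; an ordinary test, which takes the spread of each probe set alone, was taken for it and is given beside limma where named. Differences are given as quadruple knockout minus wildtype, and errors are SD over 3 arrays unless a standard error (SE) is named. With 3 arrays against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. A signal of 6.03, the 95th percentile of 1108 olfactory receptor probe sets, was taken as the background level.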

Considering the fact that the PNN maturation was significantly retarded in the P21 hippocampus of the quadruple knockout mouse, this time point was chosen for the comparative analysis of gene expression using microarrays.

Overall 34473 genes were examined of which 438 were significantly altered in the quadruple knockout hippocampus. 

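The transcripts of brevican and neurocan, both targeted in the quadruple knockout mouse, were almost lost from the hippocampus. Bcan read 5.78 ± 0.06 (SD, n = 3) in the knockout, below the background level in all 3 arrays, and 10.49 ± 0.17 (SD, n = 3) in the wildtype (limma adjusted p = 2.38e-06). With the background level in place of these knockout signals, it was lower by at least 4.46 on the log2 scale, or 22.0-fold. Ncan fell by 5.14 on the log2 scale (SE 0.13, limma adjusted p = 5.85e-06), and its other probe set, below the background level in all 3 knockout arrays, by at least 2.97. Tnc and Tnr, the other targeted genes, read 7.96 ± 0.18 against 8.11 ± 0.28 and 11.62 ± 0.05 against 11.71 ± 0.08 (SD, n = 3 each), with limma adjusted p of 0.794 and 0.706. A probe set that lies outside the deleted part of a gene checks nothing, and the places of the probes were not used here. Besides Bcan and Ncan, 12 genes whose probe set has 1 symbol passed a limma adjusted p of 0.05. Higher in the knockout were 2210418O10Rik (2.94), Gm14295 (2.08), Zfp971 (1.98), the mitochondrial complex II assembly factor Sdhaf4 (0.97), Gm2004 (0.88), Gm14405 (0.80) and Prr13 (0.63). Lower were Nrip2 (-1.30), the cohesin acetyltransferase Esco1 (-0.89), the glyoxalase Glo1 (-0.78), Btbd9 (-0.66) and the heme oxygenase Hmox2 (-0.63), all as log2 differences. Sdhaf4, Glo1, Btbd9, Gm14295, Gm14405 and Zfp971 had another gene at an adjusted p under 0.1 within 10 positions in the gene order. These limits were chosen after the values were seen. No DNA was measured, so for such groups of neighbours, and for the other genes of the 12, a strain or copy number difference cannot be told apart from an effect of the knockout. Zfp971, Gm2004 and Gm14405 lay below the background level in all 3 wildtype arrays, and with that level in place of these signals the rise was at least 0.41 for Zfp971 and 0.21 for Gm2004, with no bound for Gm14405, whose knockout mean was below it too.
In all, 48 probe sets passed the limma adjusted p of 0.05, 39 higher and 9 lower in the knockout. Of the 23 higher probe sets with a gene symbol, 21 lie on chromosome 2 by their symbols, and 14 called probe sets are shared by several genes. The 21 include those of 2210418O10Rik, whose gene identifier has no place in the gene order. Of all probe sets, 3121 had an unadjusted limma p under 0.05, 1348 higher and 1773 lower, where chance alone gives 1724, and 151 also differed by over 1.5-fold, 91 higher and 60 lower. That count was 276 without knockout replicate 2, 133 higher and 143 lower, 244 without wildtype replicate 3, 120 higher and 124 lower, 158 after median centring, 121 higher and 37 lower, and 90 among probe sets above background, 66 higher and 24 lower, so which direction had more probe sets depended on the arrays used. With the ordinary test 113 met the 1.5-fold rule, 75 higher and 38 lower, and 24 passed an adjusted p of 0.05, with 1 probe set per gene 7 passed by limma, and with the mean of a gene's probe sets 10. Of the 14 genes, 12 missed that adjusted p by the ordinary test, which Bcan and Ncan passed, 7 missed it by limma with 1 probe set per gene and 4 with the mean of all. Those that missed it by limma numbered 7, 9 and 11 without knockout replicates 1, 2 and 3, and 9, 9 and 8 without wildtype replicates 1, 2 and 3, while Bcan and Ncan passed it in each of these 6 cases.

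**Figure D1:**
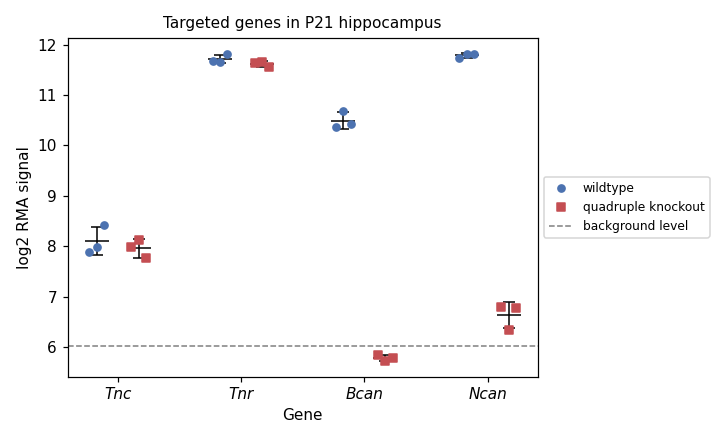
Log2 RMA signal (vertical axis) of the targeted genes in each array of wildtype (circles) and quadruple knockout (squares) hippocampus, with mean and SD of 3 arrays (black bars) and the background level (dashed line). The 3 knockout arrays of Bcan lie below the background level, and those of Tnc and Tnr lie near the wildtype arrays.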

Because we had detected differences in synapse formation, we were particularly interested in genes associated with the ECM or synaptogenesis. A volcano plot and a clustering heatmap highlight the dysregulated genes of interest of these functional annotations, which are either up- or downregulated (Fig. 7a,b) in the knockout hippocampus. 

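Taken one by one, genes of the extracellular matrix, of synapses and of the cell types of the hippocampus did not pass the test of a difference between the genotypes. Of 637 genes in 40 gene lists written before the data were examined, the targeted genes left out, 0 passed the adjusted p of 0.05 by limma or by the ordinary test. At an unadjusted limma p under 0.05, 68 were higher and 21 lower. Of these, 9 and 6 belong to the 19 genes that the study chose as altered on these same samples. Over all 34472 probe sets, 3121 had such a p. As groups, 8 of 39 testable lists differed from all other genes by camera, a test of gene sets, with its preset correlation of 0.01 between genes and an adjusted p under 0.05. The 8 include the list of the targeted genes, which differ by design, and among the other 7 were GABAergic interneuron markers, endoplasmic reticulum chaperones and immediate early genes, which were higher in the knockout, and collagens, which were lower. Of the 10 splits of the 6 arrays into 3 and 3, 4 gave 8 or more lists in this test, the real one included. The highest other split gave 11. With a correlation estimated from the arrays, 0 lists passed. By fry, another set test, 1 list passed for a shift in 1 direction, the targeted genes, and 12 for differences in either direction. The count of lists by camera, with the targeted genes among the tested lists, was 13 without knockout replicate 2, 14 without wildtype replicate 2 and 5 after another quantile normalization. Knockout replicate 3 stood apart in its CA1 pyramidal cell markers, whose mean signal there lay 0.90 above the mean of all arrays on the log2 scale, against values from -0.42 to 0.14 in the other 5 arrays.
Immediate early genes, which neurons switch on upon activity, had a median log2 difference of 0.17 over 20 genes. At an unadjusted limma p under 0.05, 8 were higher and 0 lower, and 6 were higher when adjusted over the list alone. Fosb had a log2 difference of 0.61 (SE 0.11, limma adjusted p = 0.205) and Dusp1 of 0.34 (SE 0.06, limma adjusted p = 0.296). Camera with the preset correlation of 0.01 gave the list an adjusted p of 7.31e-06. With the estimated correlation, which was 0.18, it gave a p of 0.0617 before and of 0.601 after adjustment. The mean signal of the list was highest in knockout replicate 3, with 0.17 above the mean of all arrays.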

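Of the 19 genes that the study names as altered, 13 were higher and 6 lower in the mean of the 3 knockout arrays. By limma, 9 of the 19 were higher and 6 lower at an unadjusted p under 0.05, and 8 and 6 when adjusted over the list alone. The study chose these genes on these samples, so the list is not independent evidence. Over all probe sets 0 of the 19 passed the adjusted p of 0.05 by limma or by the ordinary test, which gave 17 at an unadjusted p under 0.05, and 0 reached the 1.5-fold minimum of the methods with an unadjusted p under 0.05. Among probe sets above background alone, 2 passed the limma adjusted p of 0.05, Wnt7a and Spon2. The 1.5-fold minimum was reached by 2 genes without knockout replicate 2 or with Tukey biweight averages, and by 1 without wildtype replicate 1, after another quantile normalization, after median centring or with median averages. The log2 differences of the 19 ran from -0.46 for the acetylcholine receptor clustering protein gene Rapsn to 0.57 for the GABA receptor subunit gene Gabrq, both with mean signals below the background level.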

The significantly altered genes comprise *Gpc3*, *Gabrq*, *Gad2*, *Wnt7*, *Syt9*, *Sod3*, *Dnm3*, *Cript*, *Sema4c*, *Calr*, *Cplx3*, *Col4a3*, *Col27a1*, *Adamts13*, *Grin2d*, *Col1a2*, *Spon2* and *Rapsn*. For example, the three collagens *Col1a2* (−1.35-fold, p = 0.0017), *Col4a3* (−1.16-fold, p = 0.0014) and *Col27a1* (−1.21-fold, p = 0.0098) were significantly downregulated, as well as *Spon2* (−1.33-fold, p = 0.0002) (Fig. 7c). 

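Collagens, the fibrous proteins of the matrix and of basement membranes, were slightly lower as a group in the quadruple knockout hippocampus in the deposited scaling, and less so in 2 others. The median log2 difference of 40 collagen genes was -0.07, 32 were below 0, 0 passed the adjusted p of 0.05 by limma or when adjusted over the list alone, and 4 were lower and 0 higher at an unadjusted limma p under 0.05. For this group camera with the preset correlation gave an adjusted p of 0.00320, and with an estimated correlation an unadjusted p of 0.196. Of the 40 genes 8 were above 0 in the deposited scaling, 17 after another quantile normalization, where the median was -0.03 and the preset test gave an adjusted p of 0.0806, and 19 after median centring, where the median was -0.02. Without wildtype replicate 1 that adjusted p was 0.0551. Col27a1 had a linear fold change of -1.17 (log2 -0.23, SE 0.07, limma adjusted p = 0.486) and Col4a3, a chain of basement membrane collagen, of -1.17 with signals below background (limma adjusted p = 0.486). Col1a2, a chain of collagen I, read 6.93 ± 0.08 in the knockout and 6.91 ± 0.19 in the wildtype (SD, n = 3), and its limma adjusted p was 0.973. Its other probe set, looked at after the values were seen and with a mean signal of 3.92 below background, had a linear fold change of -1.33 (log2 -0.41, SE 0.07, limma adjusted p = 0.245). Spon2, a secreted matrix protein gene, had a linear fold change of -1.33 (log2 -0.41, SE 0.07, limma adjusted p = 0.152) as measured and of at least 1.25 downward with the background level in place of the knockout signals, which lay below it in all 3 arrays, and where probe sets below background were left out its limma adjusted p was 0.0377. The collagen list holds 3 genes that the study picked on these samples, and without them its preset adjusted p was 0.0160.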

*Spon2* is known to facilitate neurite outgrowth of hippocampal neurons^39,40^. In contrast, the ECM genes *Gpc3* (1.40-fold, p = 0.0089) and *Calr* (1.16-fold, p = 0.0038) were significantly upregulated in the quadruple knockout hippocampus. 

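Gpc3, which encodes a cell surface heparan sulfate proteoglycan, read 7.22 ± 0.14 in the quadruple knockout and 6.78 ± 0.07 in the wildtype hippocampus (SD, n = 3 each). This is a linear fold change of 1.36 (log2 0.44, SE 0.09, limma adjusted p = 0.361). Calr, a calcium-binding chaperone of the endoplasmic reticulum, had a linear fold change of 1.15 (SE 0.07 on the log2 scale, limma adjusted p = 0.501). Both genes had an unadjusted limma p under 0.05 (0.00180 and 0.0177). For either gene every knockout array lay above every wildtype array, while chance parts the groups, in either direction, for 10% of unaltered genes.
Calr belongs to the endoplasmic reticulum chaperones, which help new proteins fold and which were higher as a group in the knockout. The median log2 difference of 15 measured genes was 0.19, and all 15 were above 0. At an unadjusted limma p under 0.05, 8 were higher and 0 lower, and 6 were higher when adjusted over the list alone. Sdf2l1 had a log2 difference of 0.38 (SE 0.09, limma adjusted p = 0.431) and Creld2 of 0.35 (SE 0.09, limma adjusted p = 0.447). Camera with the preset correlation gave the list an adjusted p of 2.31e-08, and with an estimated correlation a p of 0.0504 before and of 0.601 after adjustment. Without Calr, which the study picked on these samples, the preset test gave an adjusted p of 1.22e-07, and with an estimated correlation an unadjusted p of 0.0484. The correlation estimated for the whole list was 0.31, above the preset 0.01.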

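Adamts13, a protease gene, read 6.46 ± 0.04 in the knockout against 6.67 ± 0.06 in the wildtype hippocampus, a linear fold change of -1.16 (SD, n = 3, limma adjusted p = 0.499). Wnt7a, a secreted signalling protein gene, had a linear fold change of 1.35 (log2 0.43, SE 0.07, limma adjusted p = 0.135), and where probe sets below background were left out its limma adjusted p was 0.0323. Cript (1.06, limma adjusted p = 0.703) and the extracellular superoxide dismutase gene Sod3 (1.09, limma adjusted p = 0.593) had small linear fold changes. As a group, 48 genes of semaphorins, plexins and Wnt signalling had a median log2 difference of 0.06, with 7 higher and 0 lower at an unadjusted limma p under 0.05 and 1, Wnt7a, higher when adjusted over the list alone. The median was 0.11 after median centring. For this list camera with the preset correlation gave an adjusted p of 0.0163, which was 0.0714 without the 2 genes that the study picked on these samples, and with an estimated correlation an unadjusted p of 0.102.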

Interestingly, genes related to neuronal development and function (Fig. 7d) were also modified, as shown by a decreased linear fold change of *Adamts13* (−1.17-fold, p = 0.0058) and increased values for the linear fold change of *Cript* (1.05-fold, p = 0.0083), *Sod3* (1.10-fold, p = 0.0081) and *Wnt7a* (1.33-fold, p = 0.0002). 

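GABAergic interneuron markers were higher as a group in the quadruple knockout hippocampus, with a median log2 difference of 0.24 over 22 measured genes. All 22 were above 0, 12 of them at an unadjusted limma p under 0.05 and 8 when adjusted over the list alone. After another quantile normalization 20 of 22 were above 0. Dlx2, a transcription factor gene of interneurons, had a log2 difference of 0.28 (SE 0.07, limma adjusted p = 0.419). Of markers chosen after their values were seen, that of the serotonin receptor gene Htr3a was 0.55, of Reln 0.43, of Sst 0.29 and of Pvalb 0.12. Camera with the preset correlation gave this list an adjusted p of 7.79e-09, and with an estimated correlation a p of 0.0317 before and of 0.601 after adjustment. Gad2, which encodes a GABA synthesising enzyme, is in the list and had a linear fold change of 1.27 (log2 0.34, SE 0.08, limma adjusted p = 0.399). Without Gad2, which the study picked on these samples, the preset test gave an adjusted p of 4.90e-08, and with an estimated correlation an unadjusted p of 0.0329. The correlation estimated for the whole list was 0.17, above the preset 0.01. In another split of the 6 arrays the preset test gave this list an unadjusted p of 1.26e-05, so a small preset p alone is weak evidence. The mean signal of the markers was above the mean of all arrays in 3 of 3 knockout arrays and highest in knockout replicate 3, with 0.21, the array that also stood apart in its CA1 markers.
Cntnap4, a neurexin-related gene of inhibitory synapses, had a linear fold change of 1.42 (limma adjusted p = 0.408), and the GABA receptor subunit gene Gabrq of 1.48 with a mean signal below background (limma adjusted p = 0.445). Cplx3, a regulator of vesicle release, read 6.39 ± 0.04 against 6.61 ± 0.05 (SD, n = 3, limma adjusted p = 0.486). The linear fold change was 1.11 for Dnm3, 1.15 for Sema4c, 1.28 for Syt9 and -1.38 for Rapsn, with limma adjusted p from 0.151 to 0.541. Grin2d, an NMDA receptor subunit gene, had a log2 difference of 0.08 (SE 0.07, limma adjusted p = 0.749) by its brighter probe set. Its other probe set, also above background and looked at after the values were seen, differed in the opposite direction, with a log2 difference of -0.12 (SE 0.06, limma adjusted p = 0.628) and a linear fold change of -1.08. The 38 measured genes of presynaptic vesicle release had a median log2 difference of 0.06, with 4 higher and 1 lower at an unadjusted limma p under 0.05 and 0 when adjusted over the list alone (camera adjusted p = 0.107).

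**Figure D2:**
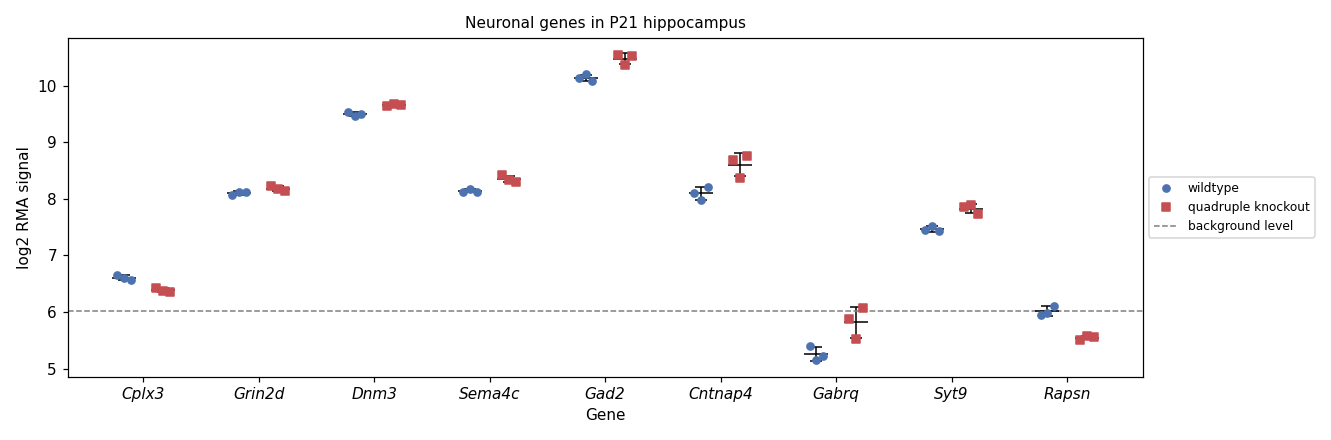
Log2 RMA signal (vertical axis) of 9 neuronal genes in each array of wildtype (circles) and quadruple knockout (squares) hippocampus, with mean and SD of 3 arrays (black bars) and the background level (dashed line). Gad2 and Cntnap4 lie higher in the knockout arrays, and Gabrq and Rapsn lie near or below the background level.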

The expression of the neuronal genes (Fig. 7f) *Cplx3* (−1.17-fold, p = 0.0037) and *Grin2d* (−1.08-fold, p = 0.0057) was significantly diminished, whereas *Dnm3* (1.11-fold, p = 0.0015), *Sema4c* (1.16-fold, p = 0.0065), *Gad2* (1.32-fold, p = 0.0062), *Cntnap4* (1.50-fold, p = 0.0198) and *Gabrq* (1.52-fold, p = 0.0310) were significantly enhanced. However, the expression of mRNA for the synaptic components *SLC17A7* (encoding for vGlut: −1.02-fold, p = 0.994), *SLC32A1* (encoding for vGAT: 2.13-fold, p = 0.778), *Dlg4* (encoding for PSD-95: −1.03, p = 0.898) and *Gphn* (encoding for Gephyrin: 1.08, p = 0.049) was not significantly altered (Fig. 7e). 

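The transcripts of the vesicular transporters and of the postsynaptic scaffold proteins did not pass the limma adjusted p of 0.05 for a difference between the genotypes. Slc17a7, the gene of the vesicular glutamate transporter, read 13.02 ± 0.11 in the knockout and 13.02 ± 0.02 in the wildtype (SD, n = 3), with a linear fold change of 1.00 (limma adjusted p = 0.995). Slc32a1, the gene of the vesicular GABA transporter, had a linear fold change of 1.12 (log2 0.17, SE 0.10, limma adjusted p = 0.636), Dlg4 of -1.01 (limma adjusted p = 0.955) and Gphn of 1.10 (limma adjusted p = 0.609). By the ordinary test Gphn had an unadjusted p of 0.0489. Of 24 measured genes of inhibitory synapses and GABA receptors, 5 were higher and 0 lower at an unadjusted limma p under 0.05, 3 were higher when adjusted over the list alone, and the median log2 difference was 0.10. The preset test of camera gave them an adjusted p of 0.0112, which was 0.0646 among probe sets above background and 0.139 without the 3 genes that the study picked on these samples, and with an estimated correlation an unadjusted p of 0.107. The median was 0.06 after another quantile normalization and 0.15 after median centring. Of 40 genes of excitatory synapses and glutamate receptors, 3 were higher and 0 lower at that unadjusted p and 0 passed when adjusted over the list alone, with a median log2 difference of 0.05 (camera adjusted p = 0.109).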

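Chondroitin sulfate proteoglycans other than the targeted ones, which carry long sugar chains in the matrix, did not pass the test of a difference in the quadruple knockout hippocampus. Of 22 measured genes, 0 passed a limma adjusted p of 0.05, 0 passed when adjusted over the list alone, and 3 were higher and 0 lower at an unadjusted limma p under 0.05. By the ordinary test 0 passed an adjusted p of 0.05 and 2 an unadjusted p of 0.05. Cspg5 read 11.54 ± 0.03 against 11.51 ± 0.03 and Ptprz1 11.08 ± 0.10 against 11.08 ± 0.04 (knockout against wildtype, SD, n = 3). Cspg4, a marker of oligodendrocyte precursors, had a log2 difference of 0.19 (SE 0.07, limma adjusted p = 0.527). The smallest p belonged to Cd44 (log2 0.45, SE 0.12, limma adjusted p = 0.454) and decorin, Dcn (log2 1.31, SE 0.42, limma adjusted p = 0.499). Dcn is also among the CA1 markers and read 10.31 in knockout replicate 3, against means of 9.24 ± 0.95 and 7.93 ± 0.23 (SD, n = 3). The median log2 difference of the list was 0.02 (camera adjusted p = 0.357).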

Chondroitin sulfate proteoglycans such as *Cspg4*, *Cspg5* or *Ptprz1* that could potentially compensate the knockout were also analysed, but no significant difference could be observed in their expression levels (Fig. 7b). A tabular overview of the data can be found in the supplement (Supplementary Table S5).

**Figure 7:**
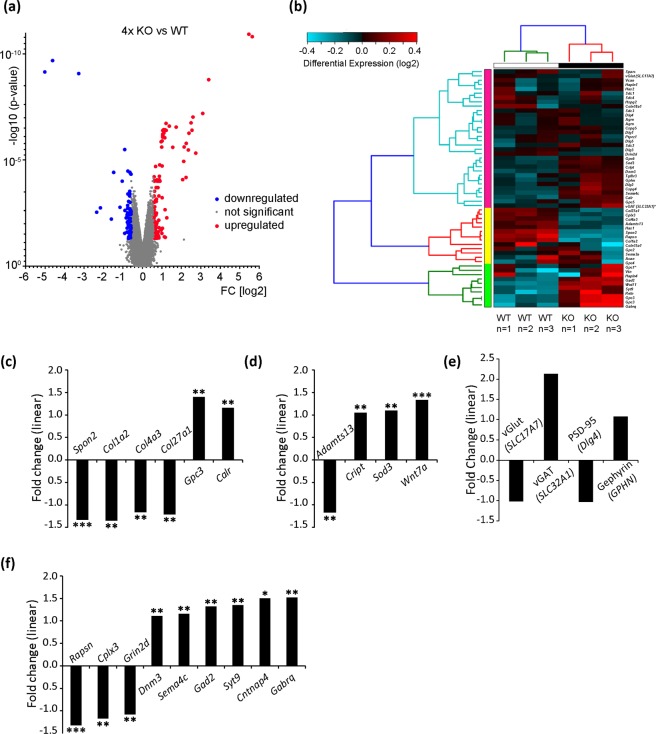
Hierarchical clustering of genes in the P21 hippocampus of quadruple knockout and wildtype mice. **(a)** The microarray analysis revealed that 438 genes are significantly altered in the quadruple knockout mouse. These are depicted in form of a volcano plot, which includes upregulated genes (red dots), downregulated genes (blue dots) and unaffected genes (grey). **(b)** The hierarchical clustering of genes in the P21 hippocampus uncovered a differential gene expression pattern in the quadruple knockout compared to the wildtype mouse using three dependent hippocampus samples of siblings (n = 3). The cluster heat map comprises significantly up- and downregulated genes of interest concerning the annotations “ECM” as well as “neurons/synapses” including *Gpc3*, *Gabrq*, *Gad2*, *Wnt7*, *Syt9*, *Sod3*, *Dnm3*, *Cript*, *Sema4c*, *Calr*, *Cplx3*, *Col4a3*, *Col27a1*, *Adamts13*, *Grin2d*, *Col1a2*, *Spon2* and *Rapsn*. The colour shift of light blue to light red indicates the expression change of these genes, that is genes that appear in blue were down- whereas genes illustrated in red were upregulated in the hippocampus of the quadruple knockout mouse. **(c)** Linear fold change of exemplary ECM molecules (*Spon2*, *Col1a2*, *Col4a3*, *Col27a1*, *Gpc3* and *Calr*) and **(d)** neuron related molecules (*Adamts13*, *Cript*, *Sod3*, *Wnt7a*) in the P21 quadruple knockout hippocampus. **(e)** Linear fold change of representative genes belonging to the field of neurons and their synapses (*Rapsn*, *Cplx3*, *Grin2d*, *Dnm3*, *Sema4c*, *Syt9*, *Gad2*, *Cntnap4*, *Gabrq*, *SLC17A7*, *SLC32A1 and GPHN*) in the quadruple knockout hippocampus.

## Discussion

Although it is known for a few years that PNNs contribute to the process of synaptogenesis, it is not yet clear to which extent the different molecules are involved therein^9,10,41^.

Because of the manifold and complex character of the PNN structure, it is not surprising that neurons with PNN, as well as quadruple knockout neurons with a defective PNN composition display considerable changes in their synapse formation. Several studies of the recent years have shown that one of the main features of the ECM and PNNs is to restrict the formation of neurites^42^ and their synapses with concurrent protection of neurons towards harmful substances or events^43^. These studies relied on the application of the bacterial derived enzyme chondroitinase ABC (ChABC), which degrades the chondroitin-4-sulfate, chondroitin-6-sulfate, dermatan sulfate and the hyaluronan glycosaminoglycan chains^10,44^. When hippocampal neurons were treated with ChABC *in vitro*, synapse formation was boosted^6^. Different from the ChABC-treated cultures, the quadruple knockout neurons miss the CSPGs neurocan and brevican, but still express aggrecan, the PNN marker used in this study, and possibly other CSPGs such as phosphacan^45^. These may be expressed similar to the wildtype control because the gene array analysis did not reveal substantial modifications of CSPG genes.

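The transcript of aggrecan, the main proteoglycan of perineuronal nets, read 7.58 ± 0.20 in the quadruple knockout and 7.62 ± 0.26 in the wildtype hippocampus (SD, n = 3). The 95% interval of its log2 difference by limma ran from -0.40 to 0.32. Versican, Vcan, had a log2 difference of 0.00 (SE 0.09, limma adjusted p = 0.998).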

TnR is a pivotal constituent of PNNs and its elimination leads to a change of PNN distribution, composition and function^46^. A recent study concerning hippocampal neurons from TnR-deficient mice reported a modified PNN organization around dendrites that could be rescued by adding TnR and aggrecan into the culture medium^21^. With regard to physiological parameters, TnR-knockout mice displayed an enhancement of excitatory synaptic transmission in the hippocampal CA1 region^47^. This is in agreement with our observation that an increased number of excitatory synapses resulted in enhanced synaptic transmission in the neuronal network of the quadruple knockout mouse, which was recorded via MEA analysis *in vitro*.

It is conceivable that the missing expression of TnC and TnR is compensated by other glycoproteins. For example, the tenascin family comprises the four genes TnC, TnR, TnW and TnX, but neither TnW nor TnX are elevated in the quadruple knockout mouse^48,49^. In contrast, the two glycoproteins fibulin-1 and -2 of the ECM are clearly upregulated on the protein level in the quadruple knockout brains. This is accompanied by an altered hyaluronan deposition in the mutant ECM^28^. Interestingly, fibulin-1 mutations are associated with cognitive deficits in the human and fibulin-2 mediates TGF-beta1 effects on adult neural stem cells^50,51^.

A former study already reported the synaptogenesis of hippocampal quadruple knockout neurons in an *in vitro* co-culture system. The loss of TnC, TnR, brevican and neurocan resulted in a significant increase of synaptic density within 14 DIV that transited to a decremented synapse number after 21 DIV. Neurons coated with PNNs were characterized by an attenuated synapse number after both 14 and 21 DIV^29^.

Unexpectedly, in our approach WT astrocytes were not capable to rescues the PNN formation by knockout neurons. Astrocytes *in vitro* secrete brevican, neurocan and TnC. However, TnC is not a major component of perineuronal nets^52^ while TnR is mainly expressed by oligodendrocytes and not by astrocytes^10^ (and is only present at low concentration in the co-culture of WT astrocytes with KO neurons, if at all. Lecticans do contain binding sites for hyaluronic acid and TnR^53^. Several reports suggest that CSPGs like aggrecan or brevican are incorporated into perineuronal nets through their interaction with TnR and hyaluronic acid^14,53,54^. However, TnR is absent from the knockout neurons in co-culture. This may explain why in our model the incorporation of astrocytic CSPGs into PNNs was impaired. This agrees with a study that emphasized the functional importance of TnR for the formation of PNNs^21^.

For the formation of structurally and functionally intact synapses, specific molecules are necessary. In former studies, it was demonstrated that the astrocyte-secreted factors thrombospondin and hevin lead to the development of structural, but silent synapses^55,56^. In line with this, Gpc4 and Gpc6 were recently also discovered as astrocytic factors, which stimulate the excitatory synapse formation by regulating glutamate receptor clustering^57^. The analysis of the gene expression performed in this study revealed an upregulated expression of Gpc3 in the hippocampus of P21 quadruple knockout mice, which is probably an explanation for the higher number of excitatory synapse number and the elevated activity in the quadruple knockout cultures.

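Among 10 genes of glypicans and syndecans, 1 was higher and 0 lower at an unadjusted limma p under 0.05, and the same gene, Gpc3, passed when adjusted over the list alone. Gpc4 and Gpc6, the glypicans of astrocytes, had log2 differences of -0.04 (limma adjusted p = 0.944) and 0.12 (limma adjusted p = 0.631). Camera gave the list an adjusted p of 0.357. From the upregulation of Gpc3 that it reports, the paper proposes an explanation for the number of excitatory synapses and the activity of the knockout cultures.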

A recently published study has demonstrated an altered synaptic plasticity in the dorsal dentate gyrus of the quadruple knockout hippocampus that translated into an enhanced short-term depression in conjunction with a modified frequency-dependence *in vivo*^30^. This changed synaptic plasticity *in vivo* is also detected in *in vitro* neuronal networks performed in this study. Here, the spontaneous network activity was significantly increased in quadruple knockout cultures. These data are in agreement with the report of Dityatev and colleagues who found a higher excitability of hippocampal neurons in culture after ChABC treatment^14^. Furthermore, hippocampal neuronal cultures treated with hyaluronidase developed an epileptiform activity due to the occurrence of superbursts^58^. Thus, it is evident that the loss of pivotal ECM molecules leads to a higher neuronal activity independent of whether the ECM molecules are digested by appropriate enzymes or genetically eliminated.

The initiation of PNN formation in the murine hippocampus detectable by WFA occurred between postnatal stage P10 and P15. In the adult hippocampus, the PNN formation resembled the expression in the wildtype hippocampus, indicating a progressive compensation of the four missing ECM molecules TnC, TnR, brevican and neurocan, possibly by the upregulation of other ECM molecules. The results found for the *in vivo* PNN formation fit perfectly with the *in vitro* findings^29^, both demonstrating a diminished PNN formation in the postnatal quadruple knockout mouse. A recent study demonstrated that especially the CA2 excitatory pyramidal neurons are surrounded by PNNs. When mice were kept in an enriched environment, the PNN expression was enhanced, indicating a correlation between PNN development and environmental stimuli within the juvenile brain^33^. Interestingly, PNNs have been proposed as indispensable mediators of the modulation of synaptic plasticity by the transcription factor Otx2^59–61^. An impaired PNN formation and structure accompanied with altered synaptic plasticity is associated with a couple of psychiatric and neurological diseases such as schizophrenia and epilepsy, as reviewed recently^62^.

Significant dysregulation of genes of interest of the ECM or genes associated with neuron biology were detected by a comparative transcriptome analysis of the P21 quadruple knockout compared to the wildtype hippocampus using microarrays.

Like the previously discussed Gpc3 also other molecules contribute to synapse formation and synaptic transmission. For example, in the quadruple knockout mouse *Sema4c* is upregulated, which is known as interaction partner of different PSD95 isoforms in neocortical cultures as well as in the adult brain of mice^63^. Cplx3 that was significantly downregulated in the quadruple knockout hippocampus regulates the synaptic neurotransmitter release of both excitatory and inhibitory synapses^64^. The molecule Grin2d, also known as GluN2D, was reduced in the quadruple knockout hippocampus. By using Grin2d-deficient mice, its contribution in synaptic transmission of hippocampal interneurons of young mice as well as of the pyramidal CA1 neurons of newborn pups has been proven^65^. Furthermore, Grin2d has been found in hippocampal interneurons and enhances their activity due to its involvement in synaptic transmission^66^.

Thus, available data concur with our observation that a modified number of excitatory and inhibitory synapses prevail in quadruple knockout neurons *in vitro*. The excitation versus inhibition balance is considered very important in the context of neuropsychiatric disease^67^. A shift of the balance can result from neurodevelopmental abnormalities targeting the inhibitory interneurons^68^ or from structural changes at the synapse^69^. Our observations suggest that the ECM intervenes in the balance of excitation and inhibition in neural networks. A recent review elegantly summarizes potential mechanisms of action of PNNs^70^. Brevican for example, which is missing in our mouse model controls the location of AMPA and potassium channels and might therefore affect synapse dynamics^71^. Neurocan is known to influence the binding of neural cell adhesion molecule (NCAM) and ephrin type-A receptor 3 (EPHA3) at perisomatic synapses^72^. TnR, another protein missing in the quadruple knockout mouse is known to be associated with HNK-1 and necessary for the maintenance of the excitatory and inhibitory balance in CA1 region^47^. Beyond these PNN-associated compounds also proteins released by astrocytes influence synaptogenesis, for example thrombospondins and the gabapentin receptor^55,73^, Hevin and SPARC^56^, or Pentraxin 3 that promotes excitatory synapse formation by fostering the clustering of AMPA glutamate receptors^74^. In the light of these observations, the interactions of ECM molecules with neuronal receptors may represent a promising theme for analyzing this issue in future studies.

## Methods

### Animal housing and ethical standards

The present study was carried out in accordance with the European Council Directive of September 22, 2010 (2010/63/EU) for care of laboratory animals and approved by the animal care committee of North Rhine-Westphalia, Germany, based at the LANUV (Landesamt für Umweltschutz, Naturschutz und Verbraucherschutz, Nordrhein-Westphalen, D-45659 Recklinghausen, Germany). The study was supervised by the animal welfare commissioner of Ruhr-University. Male and female SV129 mice were housed individually with a constant 12-h light-dark cycle and access to food and water *ad libitum*. All efforts were made to reduce the number of animals in the experiments. Embryos of both sexes were used.

### Cell culture

#### Co-cultivation of astrocytes and neurons

Hippocampal neurons were obtained from embryonic mice and co-cultured with astrocytes in an indirect contact as described previously^31^ (See supplemental data S6).

### Multielectrode array (MEA)

#### Cultivation of hippocampal neurons on MEAs

Electrophysiological recordings of neuronal networks were performed using multielectrode arrays (MEAs) (60MEA200/30iR-Ti, Multi Channel Systems MCS GmbH) following the previously described protocol^32,75^.

#### Electrophysiological recordings

Recordings of the spontaneous activity were performed for 10 min with a sampling frequency of 20 kHz. The data of the individual electrodes were collected using the software MC_Rack (version 3.9.0 by Multi Channel Systems MCS GmbH). The field potentials of raw data were corrected with a high pass filter which had a frequency of 200 Hz. The spontaneous activity was detected with a spike detector only if the value exceeded a threshold value 4.5-fold higher than the standard deviation. The following parameters were set for the measurements: Maximal interval to start burst, 10 ms; Maximal interval to end burst, 100 ms; minimal interval between bursts, 210 ms; minimal duration of burst, 50 ms; minimal number of spikes in bursts, 5.

### Immunocytochemistry

#### Staining of excitatory synapses

Initially, the neurons were fixed with 4% (w/v) PFA (Carl Roth GmbH & Co. KG; Cat. No.: 4235.1) for 10 min at RT. After fixation the cells were washed four times for 5 min each with wash solution (PBS, 10% v/v fetal bovine serum (FBS (Sigma-Aldrich by Merck KGaA; Cat. No.: F7524), 0.1 mM glycine (VWR International GmbH; Cat. No.: 101196X), 0.1% v/v Triton X-100 (AppliChem GmbH; Cat. No.: A4975,0500)). The primary antibodies were diluted in wash solution as follows: vGlut1, polyclonal, guinea pig, 1:500 (Synaptic Systems GmbH; Cat. No.: 135304, RRID: AB_887878); PSD95, IgG_2a_, mouse, 1:500 (Merck KGaA; Cat. No.: MAB1598, RRID: AB_1121285) and aggrecan, polyclonal, rabbit, 1:500 (Merck KGaA; Cat. No.: AB1031, RRID: 90460). The incubation was carried out for 1 h at room temperature. Afterwards, the secondary antibodies were diluted in wash solution and were incubated for 1 h at RT: anti-guinea pig, IgG (H + L), AF647, 1:500 (Dianova; Cat. No.: 106-605-003, RRID: AB_2337446), anti-mouse, IgM + IgG (H + L), AF488, 1:250 (Dianova; Cat. No.: 115-545-044, RRID: AB_2338844) and anti-rabbit, IgG (H + L), Cy3, 1:500 (Dianova; Cat. No.: 111-165-045, RRID: AB_2338003).

#### Staining of inhibitory synapses

The staining procedure of inhibitory synapses was similar to the previously described protocol by Dobie and colleagues^36^. Neurons were fixed after 14 and 21 days *in vitro* with 4% (w/v) PFA for 10 min at RT. The primary antibodies were diluted in 3% w/v BSA (in PBS) (vGAT, polyclonal, guinea pig, 1:1000 (Synaptic Systems GmbH; Cat. No.: 131 004, RRID: AB_887873), gephyrin, IgG_1_, mouse, 1:500 (Synaptic Systems GmbH; Cat. No.: 147 011, RRID: AB_887717) and aggrecan, polyclonal, rabbit 1:500 (Merck KGaA; Cat. No.: AB1031, RRID: 90460). The secondary antibodies were diluted in 3% w/v BSA (in PBS), as follows: anti-guinea pig, IgG (H + L), AF647 (Dianova; Cat. No.: 106-605-003, RRID: AB_2337446), 1:500; anti-mouse, IgM + IgG (H + L), AF488 (Dianova; Cat. No.: 115-545-044, RRID: AB_2338844), 1:250 and anti-rabbit, IgG (H + L), Cy3, 1:500 (Dianova; Cat. No.: 111-165-045, RRID: AB_2338003).

### Immunohistochemistry

#### Preparation of cryosections

For the preparation of cryosections, wildtype and quadruple knockout mice were intracardially perfused according to the German animal protection laws and approved by the responsible governmental authorities (Landesamt für Umweltschutz, Naturschutz und Verbraucherschutz (LANUV), Nordrhein-Westfalen, D-45659 Recklinghausen, (AZ 84-02.04.2015.A014)).

With the help of a peristaltic pump (Cole-Parmer GmbH), the blood was exchanged with a 0.9% (w/v) NaCl solution (Carl Roth GmbH & Co. KG) with 0.2% (v/v) of 25 000 I.E./5 ml heparin-sodium (Ratiopharm GmbH). Thereafter, 4% w/v PFA was applied for 10–15 min for fixation of the brain. Decapitation as well as the quick removal of the brain from the skull followed. The brain was transferred into 4% w/v PFA and incubated overnight at 4 °C. On the next day, the brain was placed into 30% w/v sucrose (Thermo Fisher Scientific Inc.). After approximately two days, the brain was embedded with tissue tec freezing medium (Leica Microsystems GmbH; Cat. No.: 14020108926) on dry ice and stored at −20 °C. Afterwards, the frozen brains were cut into 14 µm thick frontal sections (interaural: 1.86 mm, bregma: −1.94 mm) using a cryostat CM 3050 S (Leica Microsystems GmbH).

#### Staining of cryosections

First, the cryosections were incubated in blocking solution for 1 h at RT in a wet chamber, followed by the incubation with primary antibodies. The primary antibodies were diluted in PBT1 (PBS, 0.1% w/v BSA, 0.1% v/v Triton X-100) containing 5% v/v goat serum (Dianova) as follows: neurofilament 200 (NF200), polyclonal, rabbit, 1:300 (Sigma by Merck KGaA; Cat. No.: N4142, RRID: AB_477272), *Wisteria floribunda* agglutinin (WFA, 1:100 (Sigma by Merck KGaA; Cat. No.: L1516)) and aggrecan, polyclonal, rabbit, 1:300 (Merck KGaA; Cat. No.: AB1031, RRID: 90460). An overnight incubation at 4 °C was carried out and on the next day, sections were washed three times with PBS. Afterwards, the secondary antibodies as well as Hoechst dye (1:100000) were diluted in PBS/A (PBS, 0.1% w/v BSA) as follows: anti-rabbit, IgG (H + L), AF488, 1:250 (Dianova; Cat. No.: 111-545-045, RRID: AB_2338049), anti-streptavidin, Cy3, 1:500 (Dianova; Cat. No.: 016-160-084, RRID: AB_2337244) and anti-rabbit, IgG (H + L), Cy3, 1:500 (Dianova; Cat. No.: 111-165-045, RRID: AB_2338003). Sections were incubated with the secondary antibodies for 3 h at RT in a wet darkened chamber. In a last step, the cryosections were washed three times with PBS and once with MilliQ water and finally mounted with coverslips (24 × 50 mm, Menzel by Thermo Fisher Scientific Inc.) using ImmuMount.

### Molecular biology

#### mRNA isolation

The GenElute Mammalian Total RNA Miniprep Kit (Sigma-Aldrich by Merck KGaA; Cat. No.: RTN350) was used to isolate the mRNA from the hippocampal tissue following the manufacturer’s instructions.

#### Affymetrix GeneChip® analysis

Using Affymetrix GeneChip® Mouse Gene 2.0 ST Arrays, a whole-transcript expression analysis of >30,000 RefSeq transcripts of P21 hippocampus of wildtype and quadruple knockout mice siblings was performed in triplicates. RNA quantity was assessed using the NanoDrop 1000 (Thermo Scientific Nano Drop Technologies), and RNA quality control was carried out with the RNA 6000 Nano Assay (Agilent 2100 Bioanalyser) to ensure that the samples had an RNA integrity number (RIN) of at least 9. All further processing of total RNA was performed according to the Ambion whole-transcript Expression kit and the Affymetrix GeneChip whole-transcript terminal labeling and control kit manuals. The cDNA fragment size was checked using the 2100 Bioanalyser (fragment size between 50 and 200 bp). Fragmented sense cDNA was biotin-endlabelled with terminal deoxynucleotidyl transferase and samples were hybridised to GeneChip® Mouse Gene 2.0 ST Arrays at 45 °C for 16 hours with 60 rpms. Hybridised arrays were then washed and stained on a Fluidics Station 450 (program: FS450 0002) and scanned on a GeneChip® Scanner 3000 7 G (both Affymetrix). Raw image data were analysed with GeneChip^®^ Command Console^®^ Software (AGCC). Gene expression intensities were normalized (Robust Multichip Average^76^) and summarized using Affymetrix® Expression Console™ Software. Transcripts that were differently expressed more than 1.5-fold with an Anova p-value less than 0.05 between the analysed samples were addressed as regulated.

The heat-Map was established using AltAnalyse^77^ version 2.1.0 with following parameters: cosine hopach for column clustering and cosine weighted for row clustering. The rows were normalized relative to the row median. The volcano plot was constructed using Graph Pad Prism 6.

### Experimental design and statistical analysis

In general, the data are expressed as mean ± SEM. The statistical significance is given by the p value: p ≤ 0.05 = *, p ≤ 0.01 = ** and p ≤ 0.001 = ***. The program IBM SPSS Statistic (Version 20) was used for statistical evaluation. The exact number of experimental repetitions can be found in the figure legends.

### Microscopy

The confocal laser-scanning microscope LSM 510 meta operated with the ZEN2009.Ink software (Carl Zeiss Microscopy GmbH) was used for image acquisition of the immunocytochemical stainings. Different layers were recorded with an interval of 0.25 µm using 630-fold magnification. For generating two-dimensional images, pictures were overlaid. For quantification of synaptic puncta, the program ImageJ was used with the Plugin “Puncta Analyser” from Barry Wark; licensed under http://www.gnu.org/copyleft/gpl.html) and the following settings were adjusted: rolling ball radius = 50 pixel, size (pixel^2^) = 2-infinity and circularity = 0.00–1.00.

#### PNNs *in vivo*

The immunological staining of the cryosections was recorded using the microscope Axio Zoom.V16 (Carl Zeiss Microscopy GmbH). A prominent PNN-positive area was found in the CA2 region of the hippocampus^33^. To quantify the WFA-intensity and -area, the PNNs in the micrographs were manually bordered, the corrected total cell fluorescence (CTCF) was determined as previously described^78^ and the area was measured using ImageJ.

## Supplementary information

Supplementary information

## Data Availability

All data generated or analysed during this study are included in this published article (and its Supplementary Information files). The microarray data was deposited in the gene Expression Omnibus (GEO accession: GSE127216).

# Supplementary material for: Elimination of the four extracellular matrix molecules tenascin-C, tenascin-R, brevican and neurocan alters the ratio of excitatory and inhibitory synapses
**Source:** Sci Rep. 2019 Sep 26;9:13939. doi: 10.1038/s41598-019-50404-9
**Supplement:** Supplementary file 1 — Supplementary information

Elimination of the four extracellular matrix molecules tenascin-C, tenascin-R, brevican and neurocan alters the ratio of excitatory and inhibitory synapses

Authors:

Christine Gottschling¹, David Wegrzyn¹, Bernd Denecke², Andreas Faissner¹

Supplementary Information

Supplementary Table S1a: The average number of excitatory synaptic puncta $\pm$ SEM and their percentage increase/decrease $\pm$ SEM compared to the $N^{wt/wt}/A^{wt/wt}$ – control for neurons with and without PNNs after 14 and 21 DIV

Condition	Genotype of astrocytes and neurons	Number of synaptic puncta $\pm$ SEM		
		vGlut1	PSD95	colocalization
14 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$	1657.6 $\pm$ 94.4	3007.1 $\pm$ 150.7	1195.9 $\pm$ 85.1
		0.0 $\pm$ 5.7 %	0.0 $\pm$ 5.0 %	0.0 $\pm$ 7.1 %
	$N^{wt/wt}/A^{ko/ko}$	1598.6 $\pm$ 87.9	2958.5 $\pm$ 191.7	1147.6 $\pm$ 80.5
		-3.6 $\pm$ 5.3 %	-1.6 $\pm$ 6.4 %	-4.1 $\pm$ 6.7 %
	$N^{ko/ko}/A^{wt/wt}$	1879.4 $\pm$ 108.6	3607.8 $\pm$ 194.6	**1761.3 $\pm$ 149.4**
		13.4 $\pm$ 6.6 %	20.0 $\pm$ 6.5 %	**47.3 $\pm$ 12.5 %**
	$N^{ko/ko}/A^{ko/ko}$	1937.7 $\pm$ 112.3	**3914.6 $\pm$ 174.0**	**1654.0 $\pm$ 121.9**
		16.9 $\pm$ 6.8 %	**30.2 $\pm$ 5.8 %**	**38.3 $\pm$ 10.2 %**
14 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$	1819.9 $\pm$ 103.6	3101.5 $\pm$ 120.7	1210.3 $\pm$ 73.5
		0.0 $\pm$ 5.7 %	0.0 $\pm$ 3.9 %	0.0 $\pm$ 6.1 %
	$N^{wt/wt}/A^{ko/ko}$	1964.4 $\pm$ 85.6	3265.2 $\pm$ 152.5	1238.4 $\pm$ 56.0
		7.9 $\pm$ 4.7 %	5.3 $\pm$ 4.9 %	2.3 $\pm$ 4.6 %
	$N^{ko/ko}/A^{wt/wt}$	**2304.8 $\pm$ 102.8**	**3881.1 $\pm$ 154.6**	**1812.2 $\pm$ 97.0**
		**26.7 $\pm$ 5.7 %**	**25.1 $\pm$ 5.0 %**	**49.7 $\pm$ 8.0 %**
	$N^{ko/ko}/A^{ko/ko}$	**2433.1 $\pm$ 124.1**	**4268.9 $\pm$ 156.5**	**1842.6 $\pm$ 103.0**
		**33.7 $\pm$ 6.8 %**	**37.6 $\pm$ 5.1 %**	**52.2 $\pm$ 8.5 %**
21 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$	2220.7 $\pm$ 116.5	3496.9 $\pm$ 171.3	1945.8 $\pm$ 122.5
		0.0 $\pm$ 5.3 %	0.0 $\pm$ 4.9 %	0.0 $\pm$ 6.3 %
	$N^{wt/wt}/A^{ko/ko}$	2157.3 $\pm$ 129.5	3692.2 $\pm$ 200.2	1993.0 $\pm$ 144.1
		-2.9 $\pm$ 5.8 %	5.6 $\pm$ 5.7 %	2.4 $\pm$ 7.4 %
	$N^{ko/ko}/A^{wt/wt}$	2532.4 $\pm$ 122.2	**4495.6 $\pm$ 186.8**	**2557.3 $\pm$ 153.9**
		14.0 $\pm$ 5.5 %	**28.6 $\pm$ 5.3 %**	**31.4 $\pm$ 7.9 %**
	$N^{ko/ko}/A^{ko/ko}$	**2782.3 $\pm$ 127.9**	**4349.3 $\pm$ 144.9**	**2549.5 $\pm$ 116.3**
		**25.3 $\pm$ 5.8 %**	**24.4 $\pm$ 4.1 %**	**31.0 $\pm$ 6.0 %**
21 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$	2629.9 $\pm$ 108.8	4254.4 $\pm$ 156.1	2165.2 $\pm$ 95.7
		0.0 $\pm$ 4.1 %	0.0 $\pm$ 3.7 %	0.0 $\pm$ 4.4 %

$N^{wt/wt}/A^{ko/ko}$	**2568.9 ± 114.9**	**4025.1 ± 149.7**	**2082.9 ± 101.3**
	**$-2.3 \pm 4.4 \%$**	**$-5.4 \pm 3.5 \%$**	**$-3.8 \pm 4.7 \%$**
$N^{ko/ko}/A^{wt/wt}$	**2796.6 ± 123.6**	**4585.9 ± 162.7**	**2341.5 ± 108.0**
	**$6.3 \pm 4.7 \%$**	**$7.8 \pm 3.8 \%$**	**$8.1 \pm 5.0 \%$**
$N^{ko/ko}/A^{ko/ko}$	**2457.6 ± 84.9**	**3810.8 ± 134.6**	**1974.5 ± 78.2**
	**$-6.6 \pm 3.2 \%$**	**$-10.4 \pm 3.2 \%$**	**$-8.8 \pm 3.6 \%$**

Synaptic puncta were visualized using laser scanning microscopy, the average number per neuron is given. The % increase/decrease of individual puncta in comparison to the control condition ($N^{wt/wt}/A^{wt/wt}$) was calculated with reference to the average number of puncta determined for the control. Significant differences are highlighted in bold character, the p-values are listed in Supplementary Table S1b .

Supplementary Table S1b: Table lists the p-values related to the altered numbers of excitatory synaptic puncta between the four conditions for neurons with and without PNNs after 14 and 21 DIV.

Condition	Genotypes	p-value		
		vGlut1	PSD95	colocalization
14 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.472	p=1.000	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.185	p=0.392	p=0.050
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.091	p=0.002	p=0.040
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.098	p=0.049	p=0.014
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.250	p<0.001	p=0.011
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.707	p=0.442	p=1.000
14 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.505	p=1.000	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.002	p=0.002	p<0.001
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.328	p=0.021	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.143	p<0.001	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=1.000	p=0.652	p=1.000
21 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=1.000	p=1.000	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.618	p=0.001	p=0.024
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.008	p=0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.110	p=0.003	p=0.012
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.001	p=0.003	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.697	p=1.000	p=1.000
21 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.596	p=0.765	p=0.482
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.689	p=0.494	p=0.326
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.183	p=0.232	p=0.125
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.419	p=0.077	p=0.101
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.366	p=0.800	p=0.499
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.073	p=0.005	p=0.130

The different culture conditions were subjected to pairwise comparisons with regard to the % increase/decrease of synaptic puncta. Twenty PNN-positive (n=20) and twenty PNN-negative neurons (n=20) were recorded and quantified for each condition. In total five independent experimental repetitions (N=5) were performed. Non-significant differences with p-value > 0.05 are shaded in grey. The Kolomogorov-Smirnov test was performed, in order to analyze the distribution of the data sets. Most data sets were not normally distributed and therefore the Kruskal-Wallis test was used to determine the p-values. Values concerning PSD95 puncta were normally distributed, so a univariate variance analysis (ANOVA) followed by a Scheffé post hoc test was undertaken.

Supplementary Table S2a: The average number of inhibitory synaptic puncta $\pm$ SEM and their percentage increase/decrease $\pm$ SEM compared to the $N^{wt/wt}/A^{wt/wt}$ – control for neurons with and without PNNs after 14 and 21 DIV

Condition	Genotype of astrocytes and neurons	Number of synaptic puncta $\pm$ SEM		
		vGAT	gephyrin	colocalization
14 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$	3060.8 $\pm$ 194.4	3329.4 $\pm$ 155.1	1685.4 $\pm$ 111.4
		0.0 $\pm$ 6.4 %	0.0 $\pm$ 4.7 %	0.0 $\pm$ 6.6 %
	$N^{wt/wt}/A^{ko/ko}$	2395.1 $\pm$ 119.5	3228.9 $\pm$ 140.4	1449.0 $\pm$ 70.6
		-21.8 $\pm$ 3.9 %	-3.0 $\pm$ 4.2 %	-14.0 $\pm$ 4.2 %
	$N^{ko/ko}/A^{wt/wt}$	2565.5 $\pm$ 190.7	3370.4 $\pm$ 134.8	**1283.5 $\pm$ 77.4**
		-16.2 $\pm$ 6.2 %	1.2 $\pm$ 4.0 %	**-23.9 $\pm$ 4.6 %**
	$N^{ko/ko}/A^{ko/ko}$	2669.3 $\pm$ 218.8	**2625.2 $\pm$ 91.4**	**1276.7 $\pm$ 67.1**
		-12.8 $\pm$ 7.2 %	**-21.2 $\pm$ 2.8 %**	**-24.3 $\pm$ 4.0 %**
14 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$	3759.6 $\pm$ 165.0	3626.7 $\pm$ 132.1	1944.7 $\pm$ 77.6
		0.0 $\pm$ 4.4 %	0.0 $\pm$ 3.6 %	0.0 $\pm$ 4.0 %
	$N^{wt/wt}/A^{ko/ko}$	3089.5 $\pm$ 136.7	3807.7 $\pm$ 104.3	1747.9 $\pm$ 70.7
		-17.8 $\pm$ 3.6 %	5.0 $\pm$ 2.9 %	-10.1 $\pm$ 3.6 %
	$N^{ko/ko}/A^{wt/wt}$	**2741.2 $\pm$ 142.0**	3668.3 $\pm$ 125.0	**1322.3 $\pm$ 70.7**
		**-27.1 $\pm$ 3.8 %**	1.2 $\pm$ 3.5 %	**-32.0 $\pm$ 3.6 %**
	$N^{ko/ko}/A^{ko/ko}$	**2623.3 $\pm$ 150.6**	**3129.8 $\pm$ 75.5**	**1262.0 $\pm$ 63.1**
		**-30.2 $\pm$ 4.0 %**	**-13.7 $\pm$ 2.1 %**	**-35.1 $\pm$ 3.2 %**
21 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$	3201.0 $\pm$ 141.5	3841.2 $\pm$ 176.2	1892.5 $\pm$ 92.4
		0.0 $\pm$ 4.4 %	0.0 $\pm$ 4.6 %	0.0 $\pm$ 4.9 %
	$N^{wt/wt}/A^{ko/ko}$	**4784.6 $\pm$ 273.0**	4049.5 $\pm$ 150.7	**2478.7 $\pm$ 129.1**
		**49.5 $\pm$ 8.5 %**	5.4 $\pm$ 3.9 %	**31.0 $\pm$ 6.8 %**
	$N^{ko/ko}/A^{wt/wt}$	3311.6 $\pm$ 190.4	**2864.0 $\pm$ 124.4**	1733.6 $\pm$ 101.2
		3.5 $\pm$ 6.0 %	**-25.4 $\pm$ 3.2 %**	-8.4 $\pm$ 5.4 %
	$N^{ko/ko}/A^{ko/ko}$	2827.7 $\pm$ 128.4	**3067.0 $\pm$ 134.6**	1646.3 $\pm$ 74.9
		-11.7 $\pm$ 4.0 %	**-20.2 $\pm$ 3.5 %**	-13.0 $\pm$ 4.0 %
21 DIV without	$N^{wt/wt}/A^{wt/wt}$	3133.4 $\pm$ 168.6	3443.0 $\pm$ 123.5	1674.3 $\pm$ 71.3

**PNNs**		0.0 ± 5.4 %	0.0 ± 3.6 %	0.0 ± 4.3 %
	$N^{wt/wt}/A^{ko/ko}$	**3972.6 ± 173.3**	3329.4 ± 99.9	**2041.4 ± 80.2**
		**26.8 ± 5.5 %**	-3.3 ± 2.9 %	**21.9 ± 4.8 %**
	$N^{ko/ko}/A^{wt/wt}$	3283.9 ± 132.3	**2698.3 ± 95.0**	1714.2 ± 75.6
		4.8 ± 4.2 %	**-21.6 ± 2.8 %**	2.4 ± 4.5 %
	$N^{ko/ko}/A^{ko/ko}$	2734.7 ± 104.2	3072.1 ± 110.2	1543.3 ± 57.8
		-12.7 ± 3.3 %	-10.8 ± 3.2 %	-7.8 ± 3.5 %

Synaptic puncta were visualized using laser-scanning microscopy, the average number per neuron is given. The % increase/decrease of individual puncta in comparison to the control condition ($N^{wt/wt}/A^{wt/wt}$) was calculated with reference to the average number of puncta determined for the control. Significant differences are highlighted in bold character, the p-values are listed in Supplementary Table S2b (see below).

Supplementary Table S2b: Table lists the p-values related to the altered numbers of inhibitory synaptic puncta between the four conditions for neurons with and without PNNs after 14 and 21 DIV.

Condition	Genotypes	p-value		
		vGAT	gephyrin	colocalization
14 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.052	p=1.000	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.028	p=1.000	p=0.007
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.062	p=0.008	p=0.016
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=1.000	p=1.000	p=0.178
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=1.000	p=0.017	p=0.321
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=1.000	p<0.001	p=1.000
14 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.035	p=0.372	p=0.667
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=1.000	p<0.001
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p=0.049	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.721	p=1.000	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.108	p<0.001	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=1.000	p=0.004	p=1.000
21 DIV with PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p<0.001	p=0.807	p=0.005
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=1.000	p<0.001	p=0.396
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.287	p=0.004	p=0.354
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p<0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.887	p=1.000	p=1.000
21 DIV without PNNs	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p<0.001	p=1.000	p=0.007
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.795	p<0.001	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.879	p=0.098	p=1.000
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.071	p<0.001	p=0.013
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p=0.193	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.019	p=0.206	p=0.773

The different culture conditions were subjected to pairwise comparisons with regard to the % increase/decrease of synaptic puncta. Twenty PNN-positive (n=20) and twenty PNN-negative neurons (n=20) were quantified for each condition. In total five independent experimental repetitions (N=5) were performed. Non-significant differences with p-value > 0.05 are shaded in grey. Here, the Kolmogorov-Smirnov test was also performed to analyse the distribution of the data sets. All data sets were not normally distributed and therefore the Kruskal-Wallis test was used to determine the p-values.

Supplementary Table S3a: Mean values $\pm$ SEM of different parameters of the MEA analysis for all four conditions after 14 and 21 DIV

Parameter	Genotype of astrocytes and neurons	14 DIV	21 DIV
**Number of spikes**	$N^{wt/wt}/A^{wt/wt}$	2348.4 $\pm$ 153.3	4367.7 $\pm$ 261.3
	$N^{wt/wt}/A^{ko/ko}$	**3211.3 $\pm$ 176.6**	**3220.1 $\pm$ 210.3**
	$N^{ko/ko}/A^{wt/wt}$	1986.7 $\pm$ 129.5	5033.6 $\pm$ 360.7
	$N^{ko/ko}/A^{ko/ko}$	**4306.8 $\pm$ 217.9**	**8762.2 $\pm$ 455.0**
**Number of bursts**	$N^{wt/wt}/A^{wt/wt}$	57.6 $\pm$ 3.2	109.4 $\pm$ 5.8
	$N^{wt/wt}/A^{ko/ko}$	58.8 $\pm$ 2.7	**71.3 $\pm$ 4.3**
	$N^{ko/ko}/A^{wt/wt}$	**30.8 $\pm$ 3.0**	129.4 $\pm$ 8.3
	$N^{ko/ko}/A^{ko/ko}$	**101.0 $\pm$ 4.8**	**195.5 $\pm$ 6.8**
**Spike frequency [Hz]**	$N^{wt/wt}/A^{wt/wt}$	3.9 $\pm$ 0.2	7.3 $\pm$ 0.4
	$N^{wt/wt}/A^{ko/ko}$	**5.4 $\pm$ 0.3**	**5.4 $\pm$ 0.4**
	$N^{ko/ko}/A^{wt/wt}$	3.3 $\pm$ 0.2	8.4 $\pm$ 0.6
	$N^{ko/ko}/A^{ko/ko}$	**7.2 $\pm$ 0.3**	**14.6 $\pm$ 0.7**
**Spike frequency in burst [Hz]**	$N^{wt/wt}/A^{wt/wt}$	66.6 $\pm$ 2.4	86.2 $\pm$ 3.0
	$N^{wt/wt}/A^{ko/ko}$	**103.3 $\pm$ 3.9**	101.7 $\pm$ 4.4
	$N^{ko/ko}/A^{wt/wt}$	**48.5 $\pm$ 1.4**	75.2 $\pm$ 1.9
	$N^{ko/ko}/A^{ko/ko}$	**92.2 $\pm$ 4.2**	**94.3 $\pm$ 3.0**
**Percentage of spikes in burst [%]**	$N^{wt/wt}/A^{wt/wt}$	43.8 $\pm$ 2.2	50.4 $\pm$ 2.0
	$N^{wt/wt}/A^{ko/ko}$	**57.7 $\pm$ 2.2**	43.4 $\pm$ 2.4
	$N^{ko/ko}/A^{wt/wt}$	**24.0 $\pm$ 1.3**	50.8 $\pm$ 1.9
	$N^{ko/ko}/A^{ko/ko}$	**60.6 $\pm$ 1.9**	**71.5 $\pm$ 1.9**
**Burst duration [ms]**	$N^{wt/wt}/A^{wt/wt}$	341.9 $\pm$ 19.6	284.9 $\pm$ 12.8
	$N^{wt/wt}/A^{ko/ko}$	347.0 $\pm$ 11.2	**323.2 $\pm$ 35.0**
	$N^{ko/ko}/A^{wt/wt}$	457.0 $\pm$ 26.4	**325.1 $\pm$ 10.4**
	$N^{ko/ko}/A^{ko/ko}$	295.0 $\pm$ 8.8	**341.7 $\pm$ 10.7**

The table summarizes the parameters measured by MEA analysis of hippocampal networks *in vitro* cultivated for 14 or 21 days. Significant differences compared to the control ($N^{wt/wt}/A^{wt/wt}$) are highlighted in bold character. The p-values of the pairwise comparisons are detailed in Supplementary Table S3b (see below).

Supplementary Table S3b: p-values related to different parameters of the MEA analysis between the four conditions after 14 and 21 DIV

Parameter	Genotypes	p-value	
		14 DIV	21 DIV
Number of spikes	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.009	p<0.001
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=1.000	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=0.010
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=0.002	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
Number of bursts	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=1.000	p<0.001
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
Spike frequency [Hz]	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p=0.016	p<0.001
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p=0.544	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=0.009
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
Spike frequency in burst [Hz]	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p<0.001	p=0.136
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=0.347
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p=0.031
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=1.000
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	p=1.000	p<0.001
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001
Percentage of spikes in burst [%]	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	p<0.001	p=0.920
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	p<0.001	p=1.000
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	p<0.001	p<0.001

	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	$p<0.001$	$p=0.564$
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	$p=0.445$	$p<0.001$
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	$p<0.001$	$p<0.001$
**Burst<br>duration<br>[ms]**	$N^{wt/wt}/A^{wt/wt}$ vs $N^{wt/wt}/A^{ko/ko}$	$p=0.079$	$p=0.003$
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{wt/wt}$	$p=0.032$	$p=0.006$
	$N^{wt/wt}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	$p=0.057$	$p<0.001$
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{wt/wt}$	$p=0.443$	$p<0.001$
	$N^{wt/wt}/A^{ko/ko}$ vs $N^{ko/ko}/A^{ko/ko}$	$p=0.411$	$p<0.001$
	$N^{ko/ko}/A^{wt/wt}$ vs $N^{ko/ko}/A^{ko/ko}$	$p=0.384$	$p=0.124$

The MEA analysis was carried out after 14 and 21 days for each of the four different culture conditions. The results were compared pairwise and the p-values for the different comparisons are given. Since the data were not normally distributed, the Kruskal Wallis test was used to identify significant differences. Five independent experiments (N=5) were performed and the data of all electrodes (n=60) were utilized for the statistics.

Supplementary Table S4a: Mean values $\pm$ SEM of the PNN area and its fluorescence intensity in the wildtype and quadruple knockout hippocampus *in vivo* at P15, P20, P25, P30 and P35

Parameter	Postnatal stages	Values $\pm$ SEM	
		WT	4xKO
**PNN area <i>in vivo</i>**	P15	64155.5 $\pm$ 3273.7	**42558.5 $\pm$ 3223.2**
	P20	78005.2 $\pm$ 5021.1	**62810.4 $\pm$ 5409.4**
	P25	90590.7 $\pm$ 6056.0	**63750.3 $\pm$ 3300.5**
	P30	104404.1 $\pm$ 7588.3	**63620.7 $\pm$ 5082.0**
	P35	90108.0 $\pm$ 6146.0	73468.0 $\pm$ 8223.6
**PNN fluorescence intensity <i>in sections</i>**	P15	4380059.0 $\pm$ 403847.2	**1963962.4 $\pm$ 150734.8**
	P20	5805772.8 $\pm$ 691451.3	**2820496.5 $\pm$ 436309.2**
	P25	5328356.2 $\pm$ 702004.8	**2299008.9 $\pm$ 160585.5**
	P30	7300182.0 $\pm$ 987441.8	**3305522.5 $\pm$ 395786.8**
	P35	5529794.88 $\pm$ 430019.6	4217469.63 $\pm$ 647443.4

PNN-containing areas in the CA2 region of the hippocampus as outlined in figure 6 were measured. Significant differences of the mutant as compared to the wild type tissue are highlighted in bold character. Furthermore, the fluorescence intensities were determined and compared. The corresponding p-values are specified in Supplementary Table S4b (see below).

Supplementary Table S4b: p-values related to the PNN area and fluorescence intensity comparing the wild type and quadruple knockout mouse hippocampus *in vivo* at P15, P20, P25, P30 and P35

Parameter	Postnatal stages	p-values<br>WT vs 4xKO
**PNN area <i>in vivo</i>**	P15	p<0.001
	P20	p=0.050
	P25	p<0.001
	P30	p<0.001
	P35	p=0.120
**PNN fluorescence intensity <i>in vitro</i>**	P15	p<0.001
	P20	p=0.0018
	P25	p=0.0012
	P30	p=0.002
	P35	p=0.108

The mutant and wild type tissue sections were subjected to pairwise comparisons at corresponding age with regard to PNN covered surface area and fluorescence intensity. Three independent experiments (N=3) were used and four hippocampi (n=4) in two brain slices analysed for each condition. Non-significant differences with p-value > 0.05 are shaded in grey. The Kolmogorov-Smirnov test was performed for the determination of the normal distribution. For normally distributed data, the F-Test followed by an unpaired student's t-test was chosen, whereas the Kruskal-Wallis test was utilized for the not normally distributed data.

Supplementary Table S5: Linear fold change of the gene expression within the P21 quadruple knockout hippocampus compared to the wildtype hippocampus and the p-value measured by micro array analysis

**Genes**	**Linear fold change**	**p-value**
<i>Gabrq</i>	1.52	p=0.0301
<i>Cntnap4</i>	1.50	p=0.0198
<i>Gpc3</i>	1.40	p=0.0089
<i>Syt9</i>	1.35	p=0.0029
<i>Wnt7a</i>	1.33	p=0.0002
<i>Gad2</i>	1.32	p=0.0062
<i>Sema4c</i>	1.16	p=0.0065
<i>Calr</i>	1.16	p=0.0038
<i>Dnm3</i>	1.11	p=0.0015
<i>Sod3</i>	1.10	p=0.0081
<i>Cript</i>	1.05	p=0.0083
<i>Grin2d</i>	-1.08	p=0.0057
<i>Col4a3</i>	-1.16	p=0.0014
<i>Cplx3</i>	-1.17	p=0.0037
<i>Adamts13</i>	-1.17	p=0.0058
<i>Col27a1</i>	-1.21	p=0.0098
<i>Rapsn</i>	-1.32	p=0.0010
<i>Spon2</i>	-1.33	p=0.0002
<i>Col1a2</i>	-1.35	p=0.0017

Linear fold change and significance levels are given for genes of interest.

Supplementary Methods S6

Cultivation of primary cortical astrocytes

Primary astrocytes were obtained from cortices of new born P1-3 mice following the established protocol by McCarthy et al. ¹ with minor modifications. For co-cultivation of astrocytes and neurons, the astrocytes were plated out into cell culture inserts (Falcon by Thermo Fisher Scientific Inc.). Hence, the astrocytes were first washed with PBS before the enzymatic digestion with 3 ml 0.05 % (v/v) Trypsin-EDTA (T/E) (Gibco by Thermo Fisher Scientific Inc.; Cat. No.: 25300054) for 7-10 min at 37°C and 6 % CO₂ followed. The detached astrocytes were thereafter collected in 7 ml astrocyte medium and centrifuged at 216 g for 5 min. In a final step, the supernatant was carefully aspirated and the cell pellet was resuspended in 1 ml astrocyte medium. 25000 astrocytes in 500 µl culture medium were plated per insert. Two to four days after plating of the astrocytes into the inserts, the astrocytes should have grown to confluence on the insert membrane. After this period, the dissection of the hippocampi and the preparation of the neurons should be performed. In order to co-cultivate the astrocytes in the inserts with the neurons in particular 24-well plates, the medium used with the inserts was completely replaced by 500 µl serum-free hippocampus medium. Neurons have settled down 1 h after plating, thereafter the inserts were mounted into the particular 24-well plate, thereby allowing for an exchange of soluble factors through the permeable membrane. The co-culture of astrocytes and neurons was cultivated at 37°C and 6 % CO₂ in the incubator for periods of 14 and 21 DIV ². All inserts were placed into a conventional 24-well plate (Nunc by Thermo Fisher Scientific Inc.) with 500 µl astrocyte medium per well. The inserts were cultivated in the incubator at 37°C and 6 % CO₂.

After isolation of the cortices of overall three brains ($\triangleq$ six cortices), the tissue was collected in 1 ml Hanks' Balanced Salt solution (HBSS) (-/-) (Gibco by Thermo Fisher Scientific Inc., Waltham, Massachusetts, USA, Cat. No.: 14170088). Enzymatic digestion was carried out for 15 min at 37°C using 1 ml Dulbecco's Modified Eagle's Medium (DMEM) (Thermo Fisher Scientific Inc.; Cat. No.: 41966029) containing 30 U/ml papain (Worthington Biochemical Corporation, Lakewood, New Jersey, USA; Cat. No.: LS003126), 0.96 µg/ml (w/v) L-cysteine (Sigma-Aldrich by Merck KGaA, Darmstadt, Germany; Cat. No.: C2529) and 80 µg/ml DNase I (Worthington Biochemical Corporation; Cat. No.: LS002007). Through adding 1-3 ml astrocyte medium (DMEM, 10% (v/v) horse serum (Sigma-Aldrich by Merck KGaA; Cat. No.: S9135), 0.1 % (v/v) gentamicin (Sigma-Aldrich by Merck KGaA; Cat. No.: G1397)), the digestion was stopped and the tissue was then gently triturated. The cell suspension was centrifuged in the following at 216 g for 5 min and the resulting cell pellet was re-suspended in 1 ml of fresh astrocyte medium. For plating of the cells, a T75 flask (Sarstedt AG & Co., Nuembrecht, Germany) pre-coated with 10 µg/ml poly-D-lysine (PDL) (Sigma-Aldrich by Merck KGaA; Cat. No.: P0899) in MilliQ water was used. The cell suspension was added to 9 ml astrocyte medium and the flask was cultivated at 37°C and 6 % (v/v) CO₂ in the incubator. The medium was completely changed every three days.

After seven to eleven days the mixed glial culture was grown to confluence and the flask was placed on an orbital shaker at 250 rpm for 1 h. Afterwards, the medium was completely exchanged and the cells were again incubated for about 1 h in the incubator. Then, the lid of the culture flask was closed with parafilm and the culture was shaken overnight to get rid of microglia and oligodendrocyte precursor cells (OPCs). The medium was replaced with fresh astrocyte medium on the next day and 20 µM cytosine-1-β-D arabinofuranosid (Ara-C) (Sigma-Aldrich by Merck KGaA; Cat.

No.: C1768) was added to the cultures for 48-72 h to remove the remaining OPCs and microglia to obtain a pure astrocytic culture. Cells were incubated at 37°C and 6 % (v/v)

Cultivation of primary hippocampal neurons

Neurons were isolated from the hippocampus of E15.5 mice as previously described, with a few modifications ²⁻⁴. After dissection, the hippocampi of one litter were collected in 1 ml dissection medium (HBSS (Gibco by Thermo Fisher Scientific Inc.; Cat. No.: 14170088), 0.6 % (w/v) glucose, Serva Electrophoresis GmbH, Heidelberg, Germany; Cat. No.: 22700), 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES) (Gibco by Thermo Fisher Scientific Inc.; Cat. No.: 15630080)).

To digest the hippocampi, 1 ml Minimum Essential Media (MEM) (Gibco by Thermo Fisher Scientific Inc.; Cat. No.: 31095029) containing 30 U/ml papain, 0.96 µg/ml (w/v) L-cysteine and 80 µg/ml DNase I was added and incubated for 15 min at 37°C. The digestion was stopped by aspirating the digestion solution manually with a pipette and by adding 1 ml hippocampus medium (MEM, 10 mM sodium pyruvate (Sigma-Aldrich by Merck KGaA; Cat. No.: S8636), 2 % (v/v) B27 (Gibco by Thermo Fisher Scientific Inc.; Cat. No.: 17504044), 1 mg/ml (w/v) ovalbumin (Sigma-Aldrich by Merck KGaA; Cat. No.: A7641), 0.05 mg/ml (w/v) gentamicin). Afterwards, the hippocampus medium was carefully aspirated and new medium was added, this cycle was repeated three times. Then, the hippocampi were gently triturated to generate a single cell suspension. 35000 neurons per well (in 500 µl hippocampus medium) were plated out in special 24-well plates (Falcon by Thermo Fisher Scientific Inc.). Each well contained a glass coverslip (Menzel by Thermo Fisher Scientific Inc.), which had been previously coated for 1 h with 15 µg/ml poly-L-ornithine in MilliQ water (Sigma-Aldrich by Merck KGaA; Cat. No.: P3655).

References

- 1   McCarthy, K. D. & de Vellis, J. Preparation of separate astroglial and oligodendroglial cell cultures from rat cerebral tissue. *J Cell Biol* **85**, 890-902 (1980).
- 2   Gottschling, C., Dzyubenko, E., Geissler, M. & Faissner, A. The Indirect Neuron-astrocyte Coculture Assay: An In Vitro Set-up for the Detailed Investigation of Neuron-glia Interactions. *J Vis Exp*, doi:10.3791/54757 (2016).
- 3   Banker, G. A. & Cowan, W. M. Rat hippocampal neurons in dispersed cell culture. *Brain research* **126**, 397-342 (1977).
- 4   Geissler M., G. C., Aguado A., Rauch U., Wetzel H.C., Hatt H., Faissner A. Primary hippocampal neurons, which lack four crucial extracellular matrix molecules, display abnormalities of synaptic structure and function and severe deficits in perineuronal net formation *The Journal of Neuroscience* **33**, 7742–7755 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

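Hippocampal RNA of 3 quadruple knockout and 3 wildtype male mice at postnatal day 21 was measured on 6 arrays, and every array was mapped to its genotype and replicate from the sample labels and the paper's methods. The authors scanned the arrays, normalized them with RMA in Affymetrix Expression Console and deposited the values on the log2 scale. The submitters' processing notes also name the Transcriptome Analysis Console, and versions and a genome build are not given in the sources used here. The median log2 signal lay between 6.30 and 6.33 in the knockout arrays and between 6.34 and 6.39 in the wildtype arrays. The upper quartile ran the other way, between 8.42 and 8.43 in the knockout and between 8.35 and 8.41 in the wildtype. This offset runs with genotype, so small shifts of gene lists cannot be told apart from it. Arrays have no read depth, so their number limits the precision.

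The 34472 probe sets were named through the platform annotation. Of these, 23521 have 1 gene symbol, 1814 have several and 9137 have none; probe sets with several or no symbols were tested but not named. For 22180 genes the probe set with the highest mean over all arrays was taken, and 23328 probe sets matched the reference table by gene identifier. The gene order of assembly GRCm38.p6 served for which genes neighbour each other, and no coordinates are given. Of all probe sets 19169 had a mean above the background level.

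The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block), two-sided, with Benjamini-Hochberg adjustment over all probe sets. Gene lists were tested with camera at a preset correlation of 0.01 and an estimated one and with fry, adjusted over 39 lists; 1 of 40 lists, with a single measured gene, was too short. The lists cover the matrix, synapses, the cell types of the hippocampus, neighbouring brain regions and cell states. Several of them share genes. Alternatives were a replicate block, an intensity trend with robust variances, array weights, quantile normalization or median centring, leaving out dim probe sets, 1 probe set or the mean of all probe sets per gene, each array left out in turn, the ordinary test on each probe set alone, taken for the Anova that the methods name (with and without a replicate block), Tukey biweight and median averages, other thresholds and other set tests. A further alternative, the other probe set of Col1a2, Dnm3 and Grin2d, was chosen after the values were seen. Figures were drawn with matplotlib 3.10.9.

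The genes named were chosen by a rule written before the data were examined: the targeted genes and every gene that the paper names for the array, whose values in the paper had been seen; the 10 largest rises and the 10 largest falls among genes past the adjusted p whose groups do not overlap; in each list up to 4 members past the adjusted p, or where none passed the 2 with the smallest p; and the nearest measured gene on each side of each targeted gene, with any gene past the adjusted p within 50 genes of one. The 5 lists followed through every alternative, and the genes named as such in the text, were chosen after their values were seen.

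Limma was tested on simulated data of 34472 probe sets on 3 and 3 arrays, with 50 probe sets altered at each size. At an adjusted p of 0.05 it recovered 0 at 1.2-fold, 24 at 1.5-fold, 44 at 2-fold and 49 at 4-fold, with 5 false calls, and by the difference of the group means over all 6 arrays the 19 genes that the study names as altered lie below 1.5-fold, though not under every alternative. The simulated alterations were placed only in probe sets above background, with noise independent between probe sets. Of the 19 genes 3 lie below background, so these recovery counts need not hold for the 19.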

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

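The tests of neighbouring genes, of the interneuron markers and of Tnc and Tnr were chosen only after the results had been seen, and so were the looser threshold and the distance behind the first of them; regroupings of the arrays were planned, but their outcomes were judged after the counts were known.

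The genes listed here, which the paper does not name, passed the limma adjusted p in the quadruple knockout hippocampus, and the gene groups, though it names members of some of them, passed camera with the preset correlation. The log2 difference was 2.94 for 2210418O10Rik, 2.08 for Gm14295, 1.98 for Zfp971, 0.97 for Sdhaf4, 0.88 for Gm2004, 0.80 for Gm14405 and 0.63 for Prr13. Of the lower genes it was -0.63 for Hmox2, -0.66 for Btbd9, -0.78 for Glo1, -0.89 for Esco1 and -1.30 for Nrip2. Among probe sets without a gene symbol, those with the identifiers 17549150 and 17549062 had log2 differences of 5.57 and 5.48, and the one with the identifier 17414964 had -0.62, with all arrays below the background level. For Zfp971, Gm2004 and Gm14405 all 3 wildtype arrays lay below that level, and with it in their place the rise was at least 0.41 for Zfp971 and 0.21 for Gm2004, with no bound for Gm14405. The real grouping gave 48 probe sets past the limma adjusted p and the highest other split 0, and for the 1.5-fold rule 151 and 123; 10 splits are too few for a share under 0.05. The group medians were -0.069 for collagens, 0.10 for inhibitory synapse and GABA receptor genes, 0.24 for GABAergic interneuron markers, 0.19 for CA3 pyramidal cell markers, 0.17 for immediate early genes, 0.057 for semaphorins, plexins and Wnt signalling and 0.19 for endoplasmic reticulum chaperones. With an estimated correlation 0 lists passed, and these 7 had an adjusted p from 0.601 to 0.641. The real grouping gave 8 such lists, 1 of them the targeted genes, which differ by design, and the highest other split 11, with as many as 8 in 4 of the 10 splits, the real one included; without the list of targeted genes, a count chosen after the values were seen, the real grouping gave 7 and the highest other split 11, and 10 splits are too few for a share under 0.05.

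Of 21 genes other than Bcan and Ncan with a place in the gene order and a limma adjusted p under 0.1, 10 had another within 10 positions, where 10000 random draws gave at most 5 (permutation p = 1.00e-04, the smallest that the draws can give). DNA carried along with the targeted genes is argued against as the whole explanation, since 10 of the 12 genes past an adjusted p of 0.05, Bcan and Ncan left out, lie on chromosomes without a targeted gene and 1 lies on a chromosome with one. The remaining gene, 2210418O10Rik, is on chromosome 2 by its symbol. Its gene identifier has no place in the gene order, so it was not in the test of near genes. Signal shared between related genes may add to the group on chromosome 2, where 14 of 14 called probe sets that belong to several genes lie, but without chromosome 2 still 5 of 13 genes had another nearby (at most 4 in random draws, permutation p = 1.00e-04, the smallest possible), Sdhaf4 with Fam135a on chromosome 1 and Glo1 with Btbd9 and Dnah8 on chromosome 17. A strain or copy number difference of the DNA could also account for these groups, since 6 of 6 pairs of near genes differed in the same direction. Regulation of neighbours gives this too. The methods name a single strain and describe the animals as siblings, which does not show what DNA the 2 groups carry at these genes. No DNA was measured, so strain and knockout cannot be told apart for these groups or for the other genes of the 12. An effect of the knockout on these genes stays open as well and was not tested.

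The interneuron markers had a camera p of 3.17e-10 in the real grouping and at best 1.26e-05 in the others, the real one being the 1 split with so small a p, and 10 splits are too few for a share under 0.05. A lower share of excitatory neurons would raise all other cell types alike, but for 3 of 5 non-neuronal lists, astrocytes, oligodendrocytes and microglia, the upper bound of the median (at most 0.114) lay under the lower bound of the interneuron median (0.132, 95% bootstrap interval). The bootstrap drew the genes of each list and not the mice, here and for the striatum markers below. Its bounds leave out the spread between mice, so a lower share of excitatory neurons is not decided by them. A different make-up of the dissected piece along the CA1 score is not decided. With that score as a covariate the interneuron median was 0.23, against 0.24 without it. The camera adjusted p was then 1.79e-06 (unadjusted p = 0.0302 with an estimated correlation), while the CA3 list no longer passed (adjusted p = 0.641). Keeping the call cannot decide this, since the preset camera test gave the interneuron list an unadjusted p of 1.26e-05 in another split. The score is also a mean of 7 genes in which knockout replicate 3 stood apart, 0.90 above the mean of all arrays. RNA from striatum or amygdala cannot be told apart from a difference in interneurons, because the upper bound was 0.126 for all 15 measured markers (median 0.044, 5 below 0, the largest values, picked after they were seen, 0.52 for Tac1 and 0.56 for Meis2, and 1 at an unadjusted limma p under 0.05), and 0.137 for the 12 markers with a mean signal under 9, on either side of the lower bound of the interneuron median. With the estimated correlation ending the call after adjustment (0.601), a difference in interneurons is only a hypothesis.

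Tnc and Tnr read close to wildtype in knockout arrays. Mislabelled arrays are argued against, since the lowest wildtype array lay at least 3.14 above the highest knockout array on the log2 scale in every probe set of Bcan and Ncan. Background signal in place of transcript is argued against too, since the lowest knockout array of Tnc and Tnr lay 1.73 above the background level. Probe sets that read parts of the transcripts outside the deleted part may account for the signal, but for 0 of these probe sets is the place against the deleted part known, so a transcript without its deleted part and an intact one cannot be told apart. No biological explanation was tested.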

How the results depend on the processing

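The 5 lists followed here were chosen after their results had been seen, and the other results and settings named in this section were set beforehand. The 1.5-fold rule gave more higher than lower probe sets, 91 and 60, but fewer without knockout replicate 2 (133 and 143) and without wildtype replicate 3 (120 and 124); the cause was not tested. Of the 14 genes past the limma adjusted p of 0.05 none turned its direction under any setting, 3 of them dropping out where probe sets below background were left out. The total of 48 probe sets lay between 35 and 64 at the same threshold under the settings not named next. With 1 probe set per gene, where fewer features are tested, 7 passed (4 higher, 3 lower) and 56 met the 1.5-fold rule (33 higher, 23 lower); with the mean of a gene's probe sets 10 passed (5 and 5) and 52 met the rule (30 and 22). The ordinary test gave 24 (20 and 4) with 2 of the 14 genes, 113 by the rule with 38 lower, 5 lists and an inhibitory synapse adjusted p of 0.0836, and with a replicate block 0 (0 higher and 0 lower, with 2244 at an unadjusted p under 0.05), 87 by the rule with 25 lower, 5 lists and 0.0919. The numbers do not pair the arrays (1 of 6 arrays correlated best with its own number), so a block removes degrees of freedom; by limma it left 39 probe sets, 38 of them shared, with 3 lower, and 6 of the 14 genes. Lower probe sets numbered 4 at an adjusted p under 0.01 and 4 with a 1.2-fold minimum. Median centring left 37 lower by the rule, and above background, where fewer probe sets are tested, 90 met it, 24 of them lower, 2 of the study's 19 genes passed the adjusted p and the inhibitory synapse list had 0.0646. Another quantile normalization left 5 lists, collagens at 0.0806; the cause was not tested. Camera with an estimated correlation left 0 lists, with an adjusted p of 0.641 for collagens and inhibitory synapses and 0.601 for interneurons, immediate early genes and chaperones, and fry 1 list, with 0.394, 0.204, 0.141, 0.179 and 0.130 for the same 5; in either direction collagens had 0.244. Leaving out 1 array gave 4 to 6 lower probe sets, 163 to 276 by the rule with 71 to 143 lower (276 with 143 lower without knockout replicate 2, 244 with 124 lower without wildtype replicate 3), 7 to 14 lists (13 without knockout replicate 2, 14 without wildtype replicate 2) and for the list collagens an adjusted p from 2.07e-05 to 0.0551, the last without wildtype replicate 1. Of the probe sets meeting the rule 61 lay below the background level, where an array signal says little.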

Differences from the paper's values

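The other probe set of Col1a2, Grin2d and Dnm3 was tried only after the values had been seen; all other settings named here were set before the data were examined.

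A fold was counted as differing from the paper's where its direction was the opposite or where it lay further from it, on the log2 scale, than the SD between arrays pooled over the 2 groups, and a p where one was over 1.5 times the other. By these limits 5 of 23 linear fold changes that the paper gives differed from those found here, and of 23 p values 3. At the paper's 2 decimals, a comparison chosen after the values were seen, 3 of the 23 folds equalled the paper's with means of the arrays, 8 with median averages and 20 with Tukey biweight averages, which left Col1a2, Grin2d and Slc32a1. For Col1a2 the paper's fold is -1.35 with the paper's p of 0.0017, and here the fold was 1.01 with a p of 0.893 by the ordinary test, and none of the settings set beforehand reached the paper's values. For Grin2d the paper's fold is -1.08 with the paper's p of 0.0057, and here they were 1.05 and 0.0705, again under none of these settings within the paper's values. The other probe set, chosen after seeing the values, gave -1.33 with 0.00171 for Col1a2, with a mean signal of 3.92 below the background level, and -1.08 with 0.00571 for Grin2d, but dropped 1 of the paper's called genes, Dnm3, which had -1.04 with 0.610. For Syt9 the paper's fold is 1.35 and here it was 1.28; median centring, leaving out knockout replicate 3 or wildtype replicate 2, and Tukey biweight or median averages came within the paper's value, and the other settings did not. For Slc17a7 the paper's fold is -1.02 and here it was 1.00; array weights, leaving out knockout replicate 3 or wildtype replicate 3, and Tukey biweight or median averages came within the paper's value, and the other settings did not. For Slc32a1 the paper's fold is 2.13 with the paper's p of 0.778, and here they were 1.12 and 0.163, and none of the settings came within either; the paper names Slc32a1 among the genes without a difference, and whether its fold of 2.13 is a misprint could not be checked. The paper's count of altered genes is 438, and here 113 probe sets met the 1.5-fold rule with the ordinary test and 151 with the limma p; none of the settings reached 438, the highest count being 276 without knockout replicate 2. The methods name only an Anova p, so which test and which averages gave 438 is not known: 20 of the 23 p values in the paper lay within 1.5 times those of the ordinary test, while the volcano plot (Fig. 7a, read by eye) reaches p values as small as those of limma, which the ordinary test does not give.

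The paper calls 19 genes altered, and 17 of them had an unadjusted p under 0.05 by the ordinary test here, with 16 of 19 folds within the spread between arrays of the paper's. The paper's methods ask for over 1.5-fold, which with an unadjusted p under 0.05 was met by 0 of the 19, by 1 after another quantile normalization, after median centring, with median averages or without wildtype replicate 1, and by 2 with Tukey biweight averages or without knockout replicate 2. The paper names no adjustment for the number of genes; with one, 0 of the 19 passed by limma, and among probe sets above background 2, Wnt7a and Spon2. Of 7 genes that the paper calls not altered, 2 had an unadjusted p under 0.05 here by the ordinary test. These were Cspg4 (p = 0.0191, linear fold change 1.14) and Gphn (p = 0.0489, linear fold change 1.10), for which the paper's own p is 0.049.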

Other observations

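The genes within 100 places of the targeted genes that are named here, and Lman1 and Carmil3, were chosen after their values had been seen.

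CA3 pyramidal cell markers were higher as a group in the quadruple knockout hippocampus, 10 of 11 above 0. At an unadjusted limma p under 0.05, 2 were higher and 0 lower, Nell1 (log2 0.30, SE 0.10) and Coch (log2 0.19, SE 0.07), and 0 passed when adjusted over the list alone. Camera with the preset correlation gave the list an adjusted p of 0.0277, and with an estimated correlation an unadjusted p of 0.296. Knockout replicate 3, which stood apart in its CA1 markers, had the highest mean signal of this list, 0.32 above the mean of all arrays, against 0.04 and -0.10 in the other knockout arrays. The wildtype arrays had -0.08, 0.05 and -0.23, so the groups overlapped in this mean signal. Lman1, a carrier of secreted proteins out of the endoplasmic reticulum, had a log2 difference of 0.56 (limma adjusted p = 0.0506), and Carmil3 of 0.87 (limma adjusted p = 0.0575).

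The other lists did not pass camera with the preset correlation, with adjusted p from 0.0610 to 0.998, and their median log2 differences are given with the number of measured genes. In the matrix the median was 0.00 for perineuronal net core without the knocked-out genes (13), -0.04 for hyaluronan synthesis and breakdown (12), 0.01 for chondroitin sulfate synthesis enzymes (19), 0.04 for other tenascins and fibulins (8), 0.08 for laminins, nidogens and basement membrane (18), 0.04 for astrocyte-secreted synaptogenic factors (14) and 0.07 for matrix proteases and inhibitors (28). In cell types it was -0.08 for dentate granule cell markers (13), 0.31 for CA1 pyramidal cell markers (7), 0.00 for CA2 pyramidal cell markers (11), 0.02 for astrocyte markers (16), 0.04 for reactive astrocyte genes (13), 0.00 for oligodendrocyte and myelin markers (18), 0.11 for oligodendrocyte precursor markers (12), -0.04 for microglia markers (15), 0.10 for endothelial cell and pericyte markers (16), 0.01 for meningeal and fibroblast markers (18) and -0.09 for choroid plexus and ependyma markers (15). In neighbouring regions and other groups it was 0.03 for thalamus markers (16), 0.04 for striatum and amygdala markers (15), -0.06 for hypothalamus markers (20), 0.03 for neocortex and subiculum markers (19), -0.08 for neurogenesis and cell cycle (14), 0.05 for potassium and sodium channels (27), -0.10 for innate immune and interferon genes (15) and 0.03 for genes the paper calls not altered (7). The erythrocyte list had 1 measured gene, Slc4a1, and was not tested. The sign of the median changed between scalings for the lists of perineuronal net core, hyaluronan, CA2, astrocytes, oligodendrocytes and microglia, and for meningeal markers the test pointed down while the median and mean lay above 0. For other tenascins and fibulins the test also pointed down with a median above 0, and for the hyaluronan and oligodendrocyte lists the mean lay above 0 and the median below. The genes that the study names as altered had a median of 0.13 (camera adjusted p = 0.113), and the targeted genes a median of -2.42 (camera adjusted p = 7.79e-09).

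Of 185 measured genes within 50 places of a targeted gene, 0 passed the limma adjusted p of 0.05, against 12 of 21991 other genes (two-sided Fisher's exact test, p = 1), and by the ordinary test 0 passed as well. The 12 are 0.055% of the other genes, and the upper bound of the 95% interval for the neighbours was 1.97%. With so few genes called, the test cannot exclude a higher share among the neighbours. By the 1.5-fold rule with an unadjusted limma p under 0.05, 2 of 185 did, against 52 elsewhere (Fisher's exact test, p = 0.0747). Within 10 places 0 of 39 met the rule, and Fisher's exact test gave p = 0.0243 within 25 places and 0.0510 within 100. The window of 25 places was not among those planned. Within 100 places the genes meeting the rule were Gm6177 near Tnr (log2 0.60) and Gm6525 and Mir9-1 near Bcan (log2 -0.66 and -0.62). Rfxank, next to Ncan, had a log2 difference of 0.29 (SE 0.07, limma adjusted p = 0.407).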
